# The beagle dog MicroRNA tissue atlas: identifying translatable biomarkers of organ toxicity

**DOI:** 10.1186/s12864-016-2958-x

**Published:** 2016-08-17

**Authors:** Erik M. Koenig, Craig Fisher, Hugues Bernard, Francis S. Wolenski, Joseph Gerrein, Mary Carsillo, Matt Gallacher, Aimy Tse, Rachel Peters, Aaron Smith, Alexa Meehan, Stephen Tirrell, Patrick Kirby

## Abstract

**Background:**

MicroRNAs (miRNA) are varied in length, under 25 nucleotides, single-stranded noncoding RNA that regulate post-transcriptional gene expression via translational repression or mRNA degradation. Elevated levels of miRNAs can be detected in systemic circulation after tissue injury, suggesting that miRNAs are released following cellular damage. Because of their remarkable stability, ease of detection in biofluids, and tissue specific expression patterns, miRNAs have the potential to be specific biomarkers of organ injury. The identification of miRNA biomarkers requires a systematic approach: 1) determine the miRNA tissue expression profiles within a mammalian species via next generation sequencing; 2) identify enriched and/or specific miRNA expression within organs of toxicologic interest, and 3) in vivo validation with tissue-specific toxicants. While miRNA tissue expression has been reported in rodents and humans, little data exists on miRNA tissue expression in the dog, a relevant toxicology species. The generation and evaluation of the first dog miRNA tissue atlas is described here.

**Results:**

Analysis of 16 tissues from five male beagle dogs identified 106 tissue enriched miRNAs, 60 of which were highly enriched in a single organ, and thus may serve as biomarkers of organ injury. A proof of concept study in dogs dosed with hepatotoxicants evaluated a qPCR panel of 15 tissue enriched miRNAs specific to liver, heart, skeletal muscle, pancreas, testes, and brain. Dogs with elevated serum levels of miR-122 and miR-885 had a correlative increase of alanine aminotransferase, and microscopic analysis confirmed liver damage. Other non-liver enriched miRNAs included in the screening panel were unaffected. Eli Lilly authors created a complimentary Sprague Dawely rat miRNA tissue atlas and demonstrated increased pancreas enriched miRNA levels in circulation, following caerulein administration in rat and dog.

**Conclusion:**

The dog miRNA tissue atlas provides a resource for biomarker discovery and can be further mined with refinement of dog genome annotation. The 60 highly enriched tissue miRNAs identified within the dog miRNA tissue atlas could serve as diagnostic biomarkers and will require further validation by in vivo correlation to histopathology. Once validated, these tissue enriched miRNAs could be combined into a powerful qPCR screening panel to identify organ toxicity during early drug development.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2958-x) contains supplementary material, which is available to authorized users.

## Background

MicroRNAs (miRNA) are varied in length, under 25 nucleotides, single-stranded noncoding RNA that regulate post-transcriptional gene expression via translational repression or mRNA degradation [1]. miRNAs have properties which makes them ideal candidates for bio-fluid based biomarkers. miRNAs are detectable in a wide variety of biofluids [2–5], are stable in serum and can be quantified using sensitive and specific qPCR assays. miRNAs have been associated with and put forth as putative biomarkers of human disease, including hepatitis C (miR-122) [6], cardiovascular diseases (miR-192) [7] and various types of cancers [8].

Many miRNAs are highly conserved among mammalian species and demonstrate tissue-specific expression [1, 9–14]. In humans, there are approximately 2600 annotated human miRNAs in miRBase (v. 21) [15]. Studies comparing expression among vertebrates (zebrafish, chickens, and mice) have demonstrated that miRNA expression is not strictly conserved [11]. Not all human miRNAs are detected in other mammalian species [10, 14, 16]. However, there are examples of validated biomarkers such as miR-122, which is detectable in the blood after liver injury in mice, rats, dogs and humans [9, 17–20]. Thus, miRNA biomarkers have great potential as translatable tools to monitor for organ specific injury throughout all phases of drug safety assessment.

The identification of novel miRNA biomarkers requires a systematic approach to: 1) determine the miRNA tissue expression profiles within a mammalian species via next generation sequencing (miR-seq); 2) identify enriched miRNA expression within organs of toxicologic interest; and 3) validate in vivo using select toxicants. miRNA expression atlases and candidate biomarkers of organ specific injury have been investigated to varying degrees in rodents and humans [5, 12, 21]. Dogs are a relevant preclinical species that are used in nonclinical safety assessments [22, 23]. However, little is known about dog miRNA expression or annotation of sequences.

This work describes an miRNA atlas of 16 tissues from male Marshall Beagle dogs that was compiled using miR-seq. In the miRNA dog tissue atlas presented, 106 tissue enriched miRNAs were identified, 66 of which demonstrated a high level of enrichment in different tissues. Comparison of the dog atlas to currently available literature suggests that most highly enriched miRNAs are conserved across the target organs. The most unique miRNAs identified in the dog tissue atlas were found in the central nervous system, which is consistent with other species [5, 24]. Quantitative reverse transcription PCR (Q-RT-PCR) of tissue extracts confirmed the enrichment of most miRNAs identified by miR-seq analysis. Finally, the specificity of the candidate miRNA biomarkers was demonstrated through proof of concept (POC) studies with established liver toxicants.

In parallel to this effort, Eli Lilly authors have constructed a rat miRNA tissue atlas using miR-seq in 5 male and 5 female Sprague Dawley rats and 21 and 23 organs, respectively. Publication of both miRNA tissue atlases will provide an invaluable resource for the characterization of potential biomarkers of organ injury in the two most common nonclinical species used in drug development safety assessment.

The ultimate objective of this collaboration will be to assemble a serum based Q-RT-PCR screening panel of validated miRNA biomarkers of organ injury. The basic miRNA panels described herein and in the complimentary rat miRNA tissue atlas manuscript may be valuable tools in the early stages of drug development to understand test article-related target organ profiles.

## Methods

### Tissue sample collection

Sixteen different tissues were harvested from five 10-month old male Marshall Beagle dogs at Bioreclamation, LLC including: liver, heart, testis, lung, skeletal muscle (quadriceps), kidney, thymus, brain, sciatic nerve, pancreas, small intestine (duodenum, jejunum, and ileum), colon, bone marrow, and plasma. In order to minimize the contribution of blood cells to miRNA expression detected in individual organs, dogs were perfused with phosphate buffered saline prior to collection of organs analyzed in the dog tissue atlas. Tissue samples were placed in RNAlater® solution (Life Technologies), snap frozen in liquid nitrogen, and then stored at -80 °C until RNA isolation and miR-seq analysis.

### RNA isolation

For tissues, samples were homogenized with lysis buffer (RLT [Qiagen] + 1 %-β mercaptoethanol) using a rotor-stator homogenizer. RNA was extraced from tissue homogenate with KingFisher™ Pure RNA Tissue Kit (Thermo Scientific). Briefly, tissue homogenates were combined with magnetic beads and ethanol, and loaded onto a KingFisher Magnetic Particle Processor (Thermo Scientific). Samples were DNase-treated, washed, and eluted in RNase-free water. Due to the low level of total RNA isolated from dog sciatic nerve, the five individual samples were pooled and split into three sample replicates for analysis. RNA isolation of the bone marrow was performed with 3-fold volume of TriReagent LS (Life Technologies). Additional details are in the Additional file 1.

### Assessment of RNA purity, quantity, and integrity

The purity and quantity of total RNA samples were determined by absorbance readings at 260 and 280 nm using a NanoDrop ND-1000 UV-Vis spectrophotometer (Thermo Scientific). The integrity of total RNA was assessed by capillary electrophoresis using an Agilent Bioanalyzer 2100 (Agilent).

### miR-seq annotation and sample analysis

Dog miRNAs were aligned to the canine genome identified by the annotation prefix *canis familiaris* annotation (cfa). The annotation of mature miRNAs within miRBase was much smaller for dog (453 miRNAs) than for rat (765) or human (2588). Given the hypothesis that most miRNAs are conserved across mammalian species, a more comprehensive annotation of the dog miRNA tissue atlas was conducted using annotation from dog, rat, and human mature miRNA sequences. This was accomplished in four sequential steps: 1) identification of mature miRNA sequences for dog, rat, and human (*n* = 3896) using miRBase v.21; 2) consolidation of mature miRNA by eliminating sequences that were conserved across all three species (*n* = 3355); 3) alignment of sequences from the dog genome using Omicsoft Sequence Aligner (OSA) v4, and retained sequences that aligned with zero mismatches (*n* = 1087); and 4) merging of miRNAs that aligned to approximately the same location. This process resulted in the annotation of 857 miRNAs in the dog genome, including 314 putative dog miRNAs that were annotated using rat and/or human miRNA sequences which were not present in the current dog miRNA genome.

Total RNA from dog tissue samples were analyzed using miR-seq. A TruSeq Small RNA Library Kit (Illumina) was used for library construction of dog tissue RNA. Sequencing was performed on the GAIIx (Illumina) at 36 base pair read length and targeting 12 million reads per sample. Adaptor sequences were clipped and OSA v4 (http://omicsoft.com/osa) was used to align the reads to the dog genome (CanFam3.1) [25] allowing zero mismatches and excluding any reads that aligned to greater than 10 genomic locations. Expression levels were quantified using bedtools (https://github.com/arq5x/bedtools2). Aligned reads were counted in miRNA expression only if they overlapped with at least 70 % of known or putative miRNA loci. Additional details of analyses are described in the Additional file 1.

Hereafter, we define two terms to describe the enrichment status of miRNA: *tissue enriched* (TE) and *highly tissue enriched* (HTE). Briefly, an miRNA was considered to be TE if the fold-change level within the tissue of interest was > 5, and the FDR-corrected Wilcoxon Rank-Sum *p*-value was < 0.05 [26]. To be classified as HTE, the miRNA median expression required > 5 fold higher expressed compared to the maximum expression value observed in any other tissue analyzed and was only detected in ≤ 2 tissues within the atlas. Details of the criteria used for these terms are described in the Additional file 1.

### miRNA atlas verification

Q-RT-PCR analysis was conducted to verify the expression levels of candidate miRNAs identified via miR-seq. Briefly, total RNA was reverse transcribed using the Applied Biosystems TaqMan MicroRNA RT Kit (Life Technologies) according to manufacturer instructions. For each PCR reaction, cDNA was mixed with Applied Biosystems TaqMan Universal PCR Master Mix, No AmpErase® UNG (Life Technologies). All amplifications were performed in triplicate using a 7900HT Fast Real-Time PCR System (Applied Biosystems). Technical replicate threshold cycle (C_t_) values were averaged for each sample. C_t_ values greater than 38 were removed from the analysis because they were within a 10-fold level of the final cycle and were deemed less reliable or not expressed. Relative miRNA expression quantification was derived using the ΔCt method [27]. Additional experimental details are described in the Additional file 1.

### Atlas utilization in dog toxicology studies

Naïve male beagle dogs (approximately 10 months old) were acquired from Marshall BioResources. Animals were housed in a facility accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International. At the end of study, liver samples were harvested and placed in neutral buffered formalin for a minimum of 24 h before trimming, embedding, and histopathologic processing. Slides for histopathologic assessment were prepared using hematoxylin and eosin staining. Histopathologic assessment of liver sections was conducted by a board certified veterinary pathologist.

### Assessment of a 5 miRNA biomarker screening panel in a 7-day repeat-dose study with Compound X

Three male dogs per group were administered either vehicle (10 % hydroxypropyl-beta-cyclodextrin [HP-β-CD] + 3.5 % NaHCO_3_) or Compound X at 500 mg/kg via oral gavage twice daily for seven consecutive days. Animals were fasted overnight prior to the end of study on Day 8 (24 h after the last dose). Liver tissues were harvested for histopathologic assessment and serum was collected for serum chemistry and Q-RT-PCR analysis using a 5 miRNA biomarker screening panel. The miRNAs evaluated were cfa-miR-122 and cfa-miR-885 (both considered to be highly liver enriched) as well as putative negative controls for heart (cfa-miR-1), pancreas (cfa-miR-216a), and muscle (cfa-miR-133a).

### Assessment of a 22 miRNA biomarker screening panel in a 14-day repeat-dose study with Compound Y

Six male dogs per group were administered either vehicle (0.5 % methylcellulose) or 600 mg/kg of Compound Y via oral gavage daily for 14 days. Blood samples were collected on Days 1, 7, and 14 (at predose, and 24 h postdose) for serum chemistry and Q-RT-PCR analysis of 22 miRNAs. The miRNAs evaluated were cfa-miR-122 and cfa-miR-885, and an extended panel of non-liver enriched miRNAs for heart/muscle (cfa-miR-1, -133a/b, and -208b), heart (cfa-miR-499), muscle (cfa-miR-206), brain and sciatic nerve (cfa-miR-212 and -432), testis (cfa-miR-34b/c), pancreas (cfa-miR-216a/b), putative liver (cfa-miR-21 and -192) and ubiquitous controls (cfa-miR-16, -29a, and -186). Dogs were euthanized on Day 15 (24 h after the last dose) and liver tissue was harvested for microscopic assessment.

## Results and discussion

### Atlas tissue, RNA, and sequencing quality

This work describes the first comprehensive miRNA atlas of 16 tissues from male beagle dogs that was generated using miR-seq. Similar miRNA tissue atlases exist for other toxicologically relevant nonclinical species, such as the rat and monkey [5, 28]. Collectively, these atlases may contribute to the identification and monitorability of organ specific toxicities and provide an additional tool in the drug development process.

Data from five samples per tissue type were included in miR-seq analysis to generate the dog miRNA tissue atlas with the following exceptions: only 4 of 5 colon samples and 3 sciatic nerve miRNA samples were included in downstream enrichment analysis. 

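Small RNA of 16 tissues of untreated male beagle dogs was measured by miR-seq, which sequences the RNA of miRNA length in a sample. The libraries used here number 76, with 5 samples of each of 14 tissues, 4 of colon and 2 of sciatic nerve. The labels carry no dog number, so no samples were paired. The authors clipped adaptors, aligned the reads to the dog genome (CanFam3.1) without mismatches, dropped reads with many genomic locations, and counted reads that overlapped a known or putative miRNA locus from dog, rat or human annotation. They deposited these counts for each sample together with the total number of reads on miRNAs and the RPM, the count scaled to that total. RPM recomputed from the counts differed from the deposited RPM by a relative difference of at most 2.89e-09. The counts of a sample summed to between 0.0449% and 1.16% more than its total, so a few reads were counted on more than 1 miRNA. How far this affects near-identical family members was not tested. An miRNA without a listed count in a sample was taken as 0 reads.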

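Reads on miRNAs per library ranged from 157871 to 7896424 with a median of 1364823. By tissue, the totals were from 162310 to 239023 with a median of 189052 in bone marrow, from 785857 to 3217077 with a median of 2036178 in brain, and from 657053 to 5854229 with a median of 2629604 in colon. They were from 442945 to 3219670 with a median of 1285727 in duodenum, from 475283 to 3318297 with a median of 1528290 in jejunum, and from 526533 to 6117500 with a median of 1457035 in ileum. In heart they were from 420401 to 7896424 with a median of 1395280, and in skeletal muscle from 220445 to 1705490 with a median of 426509. In kidney they were from 1090108 to 6684616 with a median of 5184749, in liver from 614717 to 2594852 with a median of 1293871, and in lung from 860145 to 1943854 with a median of 1343076. In pancreas they were from 675171 to 2425345 with a median of 1587085, and in plasma from 274790 to 1765863 with a median of 1446515. In testis they were from 219585 to 2027090 with a median of 274221, and in thymus from 157871 to 3418708 with a median of 799796. A level of 3 reads, the most that a count of 0 allows at 95% confidence, corresponds to 0.380 RPM in the deepest library and 19.0 RPM in the shallowest. Intervals and limits of this kind cover counting error only, because reads amplified by PCR are not independent molecules. As a check for a library deposited under more than 1 name, libraries of the same tissue were compared, and their counts differed by more than counting error in each of the 147 pairs, with a lowest chi-square per degree of freedom of 10.7.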

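An miRNA was taken as highly expressed when its median RPM exceeded 100 in at least 1 tissue. Only highly expressed miRNAs were called TE, a filter that the paper's criteria for TE do not state. As in the paper's criteria, the mean RPM in the tissue had to be more than 5 times the mean of all other samples and the adjusted rank-sum p below 0.05. The p came from a two-sided exact rank-sum test with the Benjamini-Hochberg adjustment. The adjustment ran over the detected miRNAs within each tissue. The test was exact because no tissue had more than 5 samples, and the smallest p it can give is 1.08e-07 for 5 samples, 1.56e-06 for 4 and 7.02e-04 for 2. An miRNA was HTE in 1 tissue when its median there was more than 5 times the highest value of any sample of the other tissues. Below, this quotient is called the median-over-maximum ratio. HTE in a pair of tissues required a second tissue median above 70% of the highest median and every further tissue median below 20% of it. Folds and ratios against groups in which no library had more than 3 reads were computed against the level of 3 reads and are given as lower bounds.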

The 3 sciatic nerve samples comprised 2 individual samples and 3 samples were pooled due to low RNA yields. 

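Of the sciatic nerve, 2 samples were used here and the pool was not used. They had 971311 and 1164212 reads on miRNAs, and 418 and 423 miRNAs with at least 1 read. Across miRNAs, which are not independent replicates, the Spearman correlation between both samples was 0.916. The spread between sciatic nerve samples rests on this single pair. The paper describes these samples in different ways, in its results as 2 single samples and a pool, and in its methods as a pool of all 5 divided in 3. Whether these libraries come from separate dogs is therefore not settled. If they are parts of 1 pool, their correlation is a technical one and the tissue has no replicates.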

Quality assessments used for sample analysis included Spearman’s (Rank *r*^2^) correlation of miRNA expression across all tissue samples (Fig. 1a), total tissue RNA (RNA integrity number [RIN]) the number of miRNAs, and the percent mapped reads in each tissue sample (Fig. 1b). 

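With at least 1 read as the limit of detection, the median number of miRNAs detected per sample was highest in brain, at 484 (range 456 to 519, n = 5), followed by kidney at 438 and colon at 432. It was lowest in bone marrow, at 293 (range 290 to 295), followed by skeletal muscle at 311 and plasma at 360. The remaining tissues had medians from 383 in liver to 420.5 in sciatic nerve. Counted over all samples of a tissue together, 551 miRNAs were detected in brain and 382 in bone marrow. The number detected depends on depth. With every library thinned at random to the size of the smallest, the median was 377 in brain and 284 in bone marrow, which then ranked 10 from the lowest of the 16 tissues.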

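Spearman correlations were computed between all pairs of samples over the 650 detected miRNAs, as a description across miRNAs. The pairs share samples, so their SD is a description too. The mean r between samples of the same tissue, averaged over the 16 tissues, was 0.904. It was lowest in skeletal muscle, at 0.828 ± 0.0554 (SD over 10 pairs), followed by testis at 0.834 ± 0.0568, thymus at 0.857 ± 0.0463 and duodenum at 0.875 ± 0.0370. In the other tissues the mean r lay between 0.881 in bone marrow and 0.943 in brain. The squared correlation averaged 0.688 in skeletal muscle, 0.699 in testis, 0.736 in thymus and 0.767 in duodenum, and from 0.777 to 0.890 elsewhere. The same 4 tissues remained the lowest 4 under each of the 7 other settings computed, squared values and thinned counts among them. Of the 76 samples, 17 had a higher mean r with another tissue than with their own, namely all 5 of duodenum, all 5 of thymus, 4 of skeletal muscle, 2 of ileum and 1 of testis.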

Based on Spearman’s correlation, the majority of tissue expression profiles demonstrated good reproducibility between tissue samples of the same organ (average *r*^2^ > 0.85) with the exception of muscle, duodenum, testis, and thymus (Fig. 1a). 

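Across the 25 pairs of a heart and a skeletal muscle sample, the mean r was 0.835 ± 0.0447 (SD), with a range from 0.764 to 0.914, and the mean squared correlation was 0.699. For skeletal muscle, heart was the nearest other tissue, followed by sciatic nerve at a mean r of 0.824. For heart, colon was nearest at 0.850, and skeletal muscle ranked 5 of the 15 other tissues. Among all 120 pairs of tissues, heart and skeletal muscle ranked 39. Between samples of different GI tissues, over 135 pairs of duodenum, jejunum, ileum and colon samples, the mean r was 0.901 ± 0.0298 and the mean squared correlation 0.812. Over all 2703 pairs of samples of different tissues the mean r was 0.797. With only highly expressed miRNAs, the setting that moved these values most upward, the mean r was 0.886 for heart and skeletal muscle and 0.931 between the GI tissues.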

Tissues with similar miRNA expression patterns between organs included heart and muscle (average *r*^2^ = 0.8) and tissues of the upper and lower gastrointestinal (GI) tract (duodenum, jejunum, ileum, and colon; average *r*^2^ = 0.9). In contrast, the brain demonstrated the most distinct miRNA expression profile (average *r*^2^ = 0.3) when compared to all other tissues examined.

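The mean r of the 5 brain samples with all samples of the other tissues was 0.702 ± 0.0568 (SD over 355 pairs), and the mean squared correlation was 0.496. This was the lowest of the 16 tissues, followed by testis at 0.741 and bone marrow at 0.752, and brain remained lowest under each other setting computed. The single pairs with a brain sample ran from 0.559 to 0.837. Restricting the miRNAs moved the mean r of brain with the other tissues most, to 0.563 over miRNAs with a mean RPM of at least 10 and to 0.571 over highly expressed miRNAs.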

**Fig. 1:**
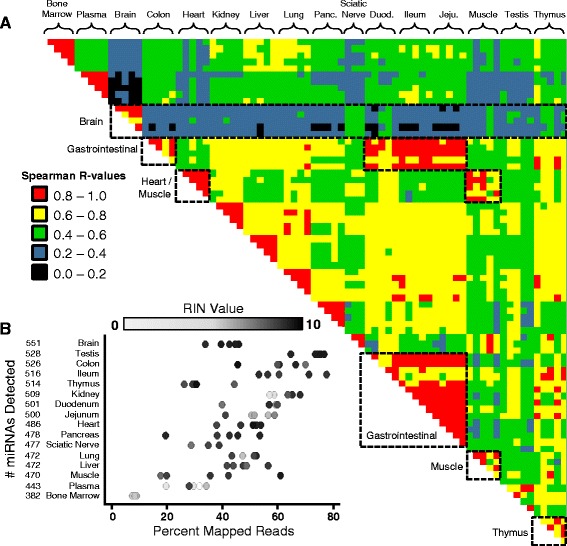
miRNA correlation between tissue samples. **a** Spearman’s rank correlation within tissue type and across all tissues in the dog miRNA tissue atlas with segmented R-values ranked from highest to lowest. Analysis of miRNA tissue altas miR-seq results identified unique expression patterns observed in the dog brain, similarity in miRNA expression between muscle and heart and in gastrointestinal tissues, as well as intertissue heterogeneity in the thymus. **b** Percent mapped reads per individual tissue sample and their corresponding RIN values ranging from zero (*white*) to ten (*black*). Tissue columns are sorted least to most abundant median detected miRNAs by tissue

### miRNA sequencing: tissue enrichment analysis

#### miRNA alignment, annotation, and quantification

There are 453 annotated mature miRNA sequences for the dog in miRBase (v.21), far less than for rat (765) or human (2588). To increase the numbers of known miRNAs, a *de novo* annotation of dog miRNAs was performed using known rat and human sequences as guides (Fig. 2a). Sequence alignment with the combined rat, dog, and human miRNA annotation resulted in the identification of 857 putative homologous miRNAs within the dog genome. Of these, 650 miRNAs (355 from dog and 295 from rat and/or human) were detected by miR-seq and aligned to the genome of dogs, and 106 potential miRNA biomarkers were identified (Fig. 2b). 

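In the 76 libraries used here, 650 miRNAs had at least 1 read, of which 356 carried a dog name (cfa) and 294 a rat or human name (rno or hsa). Of these, 129 were detected in every library and 32 in exactly 1. The minimum number of reads moved this count more than the other settings, with 512 miRNAs reaching 10 reads in any sample. Requiring an RPM of at least 1 in any sample left 622, and requiring 2 samples with a read left 618. The expression and enrichment of these miRNAs in each tissue is given with the lists by tissue.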

A comprehensive list of the 106 potential miRNA biomarkers and the tissues in which they were enriched is presented in Fig. 2c. The similarity in sequences between the dog miR-seq data and the 295 miRNAs annotated using rat/human miRNA homologs strongly suggests that these miRNAs, while not currently annotated in the dog genome, are likely well conserved in the dog as well as in rat and human. Additionally, 20 of the 66 highly tissue expressed miRNAs were not annotated in the dog and instead were identified through rat/human homologs.

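By the criteria applied here, 64 miRNAs were HTE, of which 44 had a dog name and 20 had only a rat or human name. Among the latter, 11 were HTE in brain, 3 in testis, 2 in pancreas and 1 each in liver and plasma, and hsa-miR-133a-5p and hsa-miR-144-5p were HTE in 2 tissues. In liver, hsa-miR-122-3p reached 884 ± 113 RPM (SD, n = 5), with a highest value of 4.55 RPM in any sample of another tissue. In pancreas, rno-miR-216a-3p reached 448 ± 124 RPM (SD, n = 5), with 7.21 RPM as the highest value elsewhere.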

**Fig. 2:**
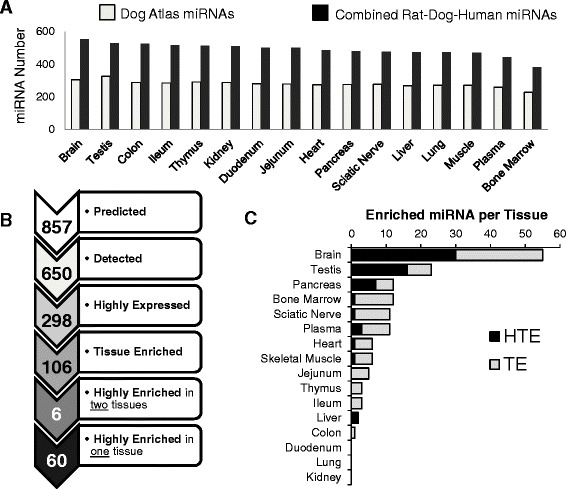
Dog atlas miRNAs detected and enriched by tissue type. **a** Annotated dog miRNAs identified in this atlas (*gray bars*). The number of annotated miRNAs increases when using dog, rat, and human annotation (*black bars*). **b** The tissue histogram of the number of enriched miRNAs, sorted from lowest to highest, by tissue and enrichment level: TE (*gray*), HTE in 2 tissues (*dark gray*), and HTE in 1 tissue (*black*). **c** Summary of the HE and HTE miRNAs identified in all 16 dog tissues

### miRNA enrichment

This study identified 298 miRNAs with normalized reads per million (RPM) greater than 100 in at least one tissue. Of these, 214 miRNAs were annotated dog miRNAs and 84 were identified using rat and/or human sequences. 

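With the median over a tissue's samples as the level of the tissue, 266 miRNAs exceeded 100 RPM in at least 1 tissue. Of these, 60 exceeded it in all 16 tissues and 81 in exactly 1. The count depended on how the level of a tissue was taken. It was 265 with mean RPM, 298 with any single sample above 100 RPM, and 237 with library sizes scaled by edgeR's TMM method.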

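Of the miRNAs with a tissue median above 100 RPM, 197 had a dog name and 69 a rat or human name. When a single sample above 100 RPM was sufficient, these numbers were 214 and 84. The smallest libraries set a limit here, since 100 RPM in the shallowest thymus library of 157871 reads corresponds to few reads.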

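Before any test, 171 highly expressed miRNAs had a mean RPM more than 5 times that of all other samples in at least 1 tissue. With the exact rank-sum test and its adjusted p, 161 were TE, in 173 combinations of miRNA and tissue, 149 in 1 tissue and 12 in more than 1. The filter on expression moved this count most, since 343 miRNAs passed the other criteria without it. By tissue, 77 were TE in brain, 21 in testis, 17 each in pancreas and plasma, 10 in bone marrow, 7 in heart, 6 in liver, 5 in jejunum and 4 in skeletal muscle. Lung had 3, and kidney, colon and ileum had 2 each. None was TE in duodenum, thymus or sciatic nerve. In sciatic nerve 5 miRNAs exceeded the fold, all 5 with an unadjusted exact p below 0.05, and the largest was hsa-miR-338-5p with a fold of 32.2 and an adjusted p = 0.0507 in the exact rank-sum test with 2 samples. When the adjustment ran over all tissues together, 4 of the sciatic nerve miRNAs passed.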

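By the ratio of the tissue median to the highest sample of all other tissues, 59 miRNAs were HTE in 1 tissue, and each of them was also TE there. These were 30 in brain, 15 in testis, 7 in pancreas, 2 each in liver and plasma, and 1 each in heart, skeletal muscle and bone marrow. A further 5 were HTE in 2 tissues. Of these, cfa-miR-133a and hsa-miR-133a-5p were shared by heart and skeletal muscle, hsa-miR-144-5p by plasma and bone marrow, cfa-miR-7 by brain and bone marrow, and cfa-miR-184 by brain and sciatic nerve. Their second tissue medians exceeded 70% of the highest. Without the filter on expression 106 miRNAs passed the ratio.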

A total of 106 dog miRNA sequences were TE, 66 miRNAs were HTE and of these, 60 were enriched in only one tissue while the remaining 6 were enriched in two tissues (Fig. 3). Additional information about specific mature miRNA homologs in rats and humans is presented in Additional file 2: Figure S1. The top 20 TE/HTE miRNAs from the dog atlas (Additional file 3: Figure S2) and top 10 expressed miRNAs per tissue (Additional file 4: Figure S3) are also presented.

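Ranked by the median-over-maximum ratio as computed, 18 of the paper's top 20 were among the top 20 here, and 9 of the top 20 here were in testis. With only miRNAs of more than 3 reads in another tissue in the ranking, the others having lower bounds, 14 were shared and 6 were in testis. Of the paper's top 20, those missing from the ranking as computed, cfa-miR-507a and cfa-miR-507b, had tissue medians of 30.2 and 60.3 RPM in testis and did not reach 100 RPM. The highest ratio with more than 3 reads in another tissue was that of cfa-miR-202 in testis, with a median of 3340.3 RPM and 420.1 times the highest sample elsewhere. For cfa-miR-508b, whose highest count elsewhere did not exceed 3 reads, only a lower bound of 34.7 can be given. After cfa-miR-202 and cfa-miR-124 in brain came cfa-miR-217 at 295 and cfa-miR-216b at 275 in pancreas, whose samples all lay above every other sample.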

**Fig. 3:**
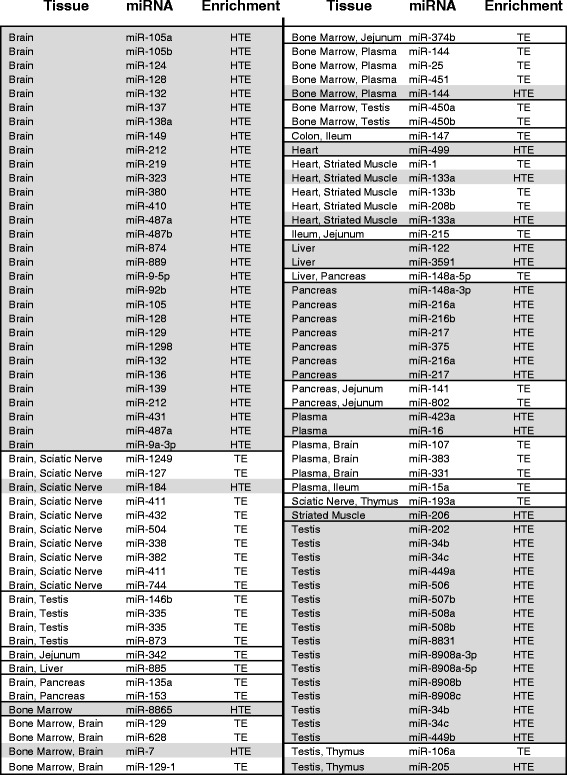
List of 106 enriched dog miRNAs by tissue. miRNAs are annotated as tissue enriched (TE) or highly tissue enriched (HTE). Only miRNA stem loop names are shown for sake of ease

Brain tissue had the greatest number of enriched miRNAs (55), including 30 HTE and 25 TE miRNAs (Fig. 3). This is consistent with previous findings that approximately 70 % of miRNAs are expressed in the brain [29]. 

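In brain 79 highly expressed miRNAs exceeded the fold of 5 and 77 were TE, of which 30 were HTE and 47 were not. Of the HTE miRNAs 19 had a dog name. The level of these HTE miRNAs ranged from a median of 102 RPM for hsa-miR-105-3p to that of miR-9. Among them, cfa-miR-92b reached 26211 ± 12229 RPM (SD, n = 5) and was 433 times the mean of all other samples. Another, cfa-miR-132, reached 3971 ± 2471 RPM (SD, n = 5), a fold of 90.3, with a lowest brain sample of 486 RPM. In 6 of the 30 HTE miRNAs, a single brain sample lay below the highest sample of another tissue. This applied to cfa-miR-137, where that brain sample had 0.982 RPM against 238 in the highest brain sample. With library sizes scaled by TMM, 18 miRNAs were HTE in brain, all of them among the 30.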

Rat studies identified numerous enriched brain miRNA, including miR-9, -124, -128, -184, and -219 [5, 9, 30]. There are 14 known enriched miRNAs in the human brain [29]. 

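All 5 brain samples lay above every sample of the other tissues for cfa-miR-124, cfa-miR-128 and cfa-miR-219-3p (adjusted p = 8.28e-07 for each in the two-sided exact rank-sum test). For cfa-miR-124 the mean was 3304 ± 1145.4 RPM (SD, n = 5), or 2155 times that of all other samples, and its median-over-maximum ratio was 347. The values of cfa-miR-128 were 34757 ± 14056 RPM (SD, n = 5), with a fold of 55.8 and a ratio of 6.53 against thymus, the tissue with the highest other sample. The least abundant, cfa-miR-219-3p, had 551 ± 544 RPM (SD, n = 5) and a median of 276 RPM. Its highest value elsewhere was 1.54 RPM, in a liver sample, which gives a ratio of 179. The SD of cfa-miR-219-3p was nearly as large as its mean.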

Four dog brain HTE miRNAs (cfa-miR-9, -124, -128, and -219) share sequence homology with rat and human, and are cross-species biomarker candidates for brain injury. Of these, miR-9 was among the highest expressed miRNAs in the dog atlas (Additional file 3: Figure S2).

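In brain cfa-miR-9 had 34779 ± 7492 RPM (SD, n = 5) and a median of 38121 RPM, the rank 5 among all miRNAs of the brain. Over all tissues, by the highest tissue median of each miRNA, it ranked 25. The highest sample of another tissue was a sciatic nerve sample with 629.6 RPM, so its median-over-maximum ratio was 60.5, and its fold over the mean of all other samples was 568. The opposite arm, hsa-miR-9-3p, had 571 ± 209.8 RPM (SD, n = 5) and a ratio of 97.1. From the enrichment of miR-9, miR-124, miR-128 and miR-219 in brain and their homology with rat and human, the paper reasons that they are cross-species biomarker candidates for brain injury.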

The testes had the second largest number of tissue enriched miRNAs (23), including 16 HTE and 7 TE (Fig. 3). 

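In testis 24 highly expressed miRNAs exceeded the fold of 5 and 21 were TE, 15 of them HTE. The HTE miRNAs differed widely between the testis samples. In sample NCDS001133 all 15 HTE miRNAs had their lowest testis value, 8 of them with 3 reads or fewer, although its 2027090 reads on miRNAs made it the deepest testis library. The median RPM of the HTE miRNAs was 0.987 in this sample, 69.3 in sample NCDS001119, 659.8 in sample NCDS001105, 897 in sample NCDS001147 and 916 in sample NCDS001161. The TE miRNAs that were not HTE were led by cfa-miR-450a, at 286 ± 159.7 RPM (SD, n = 5) and 12.0 times the mean elsewhere.

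**Figure D1:**
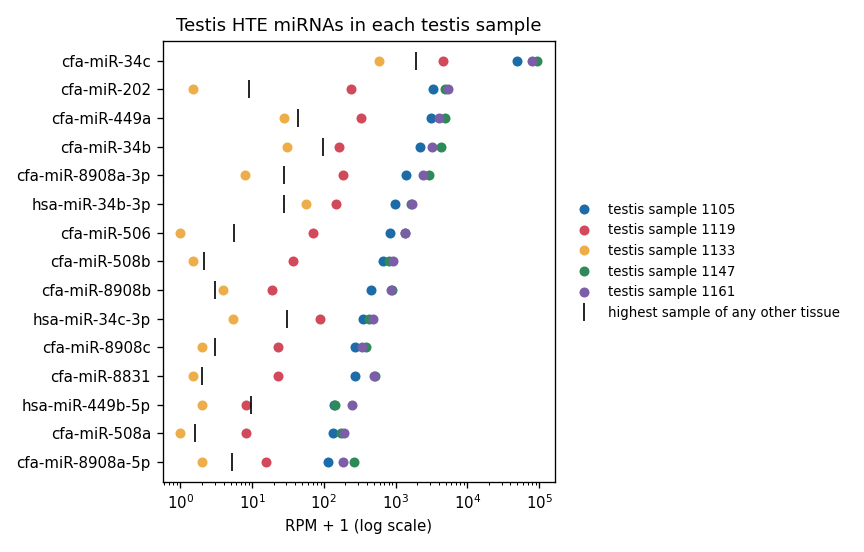
RPM plus 1 on a log axis of each testis HTE miRNA in each of the 5 testis samples (coloured points), with the highest sample of any other tissue (black bars). The 15 miRNAs are ordered by their testis median. Sample NCDS001133 is the lowest testis sample for all 15.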

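For cfa-miR-508b the testis samples had 483 ± 434 RPM (SD, n = 5), and no sample of another tissue had more than 3 reads, so its mean was at least 119.6 times that of all other samples (adjusted p = 2.17e-05 in the two-sided exact rank-sum test). In cfa-miR-202 the testis mean was 2766 ± 2529 RPM (SD, n = 5), a fold of 5060.1 (adjusted p = 8.97e-04, same exact test). Both were above every other tissue in 4 of the 5 testis samples and had 0.4933 RPM, or 1 read, in the fifth, sample NCDS001133. Ranked by their highest tissue median over all miRNAs rather than by the ratio, cfa-miR-202 was at 84 and cfa-miR-508b at 153. The genes of miR-506, miR-507a, miR-508a, miR-508b, miR-507b and miR-514 follow one another in the gene table of the dog assembly UU_Cfam_GSD_1.0. Of these, cfa-miR-506 had 726 ± 666 RPM (SD, n = 5) and cfa-miR-508a 101 ± 91.3 RPM (SD, n = 5) in testis. The call of cfa-miR-506 was lost when any of samples NCDS001105, NCDS001119, NCDS001147 or NCDS001161 was left out, and was kept without sample NCDS001133.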

Interestingly, 10 testes HTE miRNAs were among the most highly expressed miRNAs across all tissues, including the two highest level of expression miRNAs (cfa-miR-508b and -202) observed within the entire dog miRNA tissue atlas (Additional file 3: Figure S2). Except for miR-34b/c, which has a role germ cell maturation in murine testes [31, 32], none of these miRNAs have reported associations with testis. Testes enriched cfa-miR-34b/c, and the other testes HTE dog miRNA identified here may be invaluable as biomarkers for an organ that presently lacks a definitive diagnostic test for tissue injury.

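In testis cfa-miR-34c had 45598 ± 42411 RPM (SD, n = 5) with samples from 582 to 93353 RPM, and its mean was 782 times that of all other samples. The highest value elsewhere was 1939 RPM in brain sample NCDS001138. For cfa-miR-34b the testis mean was 1976 ± 1871 RPM (SD, n = 5), with a highest value elsewhere of 97.7 RPM. Both were above all other tissues in 4 of 5 testis samples (adjusted p = 1.76e-05 for each, two-sided exact rank-sum test). The opposite arms, hsa-miR-34b-3p and hsa-miR-34c-3p, had 915 ± 797 RPM (SD, n = 5) and 269.9 ± 212 RPM (SD, n = 5). The genes of miR-34b and miR-34c are neighbours in the dog gene table. A related pair of neighbours encodes cfa-miR-449a, at 2473 ± 2182 RPM (SD, n = 5) in testis, and hsa-miR-449b-5p, at 107 ± 103 RPM (SD, n = 5).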

There were 12 enriched miRNAs observed in the pancreas (7 HTE and 5 TE) (Fig. 3). Of these, only cfa-miR-216a correlated with observed expression in both mouse and rat pancreas [33]. 

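In pancreas 17 highly expressed miRNAs were TE, 7 of them HTE. The most abundant was cfa-miR-148a, at 372981 ± 88564 RPM (SD, n = 5), with a median-over-maximum ratio of 5.13. For cfa-miR-375 the mean was 144294 ± 22338 RPM (SD, n = 5) and the ratio 14.9. The highest folds were those of cfa-miR-217, at 4029.6 ± 1287 RPM (SD, n = 5) and 3216 times the mean elsewhere, cfa-miR-216b, at 5378 ± 952 RPM (SD, n = 5) and 1899 times, and cfa-miR-216a, at 4171 ± 237 RPM (SD, n = 5) and 1276 times. For each of these 5 all pancreas samples lay above every other sample (adjusted p = 5.86e-06, two-sided exact rank-sum test). The 10 TE miRNAs that were not HTE had folds from 5.07 for cfa-miR-200c to 31.8 for cfa-miR-802. In the gene table of the dog, the genes of miR-217, miR-216a and miR-216b are neighbours.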

A recent rat study demonstrated that plasma levels of miR-216a and miR-216b increased after pancreatic injury [34]. The pancreatic HTE cfa-miR-217-3p had an annotated homolog in rat but not human (Additional file 5: Figure S4). This novel finding suggests that human miR-217 should in fact be two separate mature miRNA sequences: miR-217-5p and miR-217-3p.

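The arm counted under the rat name rno-miR-217-3p had 343 ± 14.0 RPM (SD, n = 5), with samples from 318 to 352 RPM. It was detected in 14 of the 71 samples of other tissues, at no more than 4.54 RPM, so its median-over-maximum ratio was 76.9 and its fold 1252.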

The two liver HTE miRNAs in dogs were miR-122 and the reverse complement miR-3591 (Fig. 3). 

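In liver 6 miRNAs were TE and 2 HTE. The first, cfa-miR-122, had 23734 ± 4204 RPM (SD, n = 5), or 3177 times the mean of all other samples, and the highest of those was a thymus sample with 120.4 RPM. The second, counted under hsa-miR-122-3p, lies on the opposite arm of the same hairpin and had a fold of 3093. The median-over-maximum ratios were 183 and 184, and all liver samples were above all others for both (adjusted p = 8.80e-06, two-sided exact rank-sum test). The other TE miRNAs of the liver were rno-miR-193b-3p (fold 9.74), cfa-miR-455 (fold 7.61), cfa-miR-101 (fold 5.55) and cfa-miR-365 (fold 5.01). The mean of cfa-miR-885 in liver was 230.1 ± 64.1 RPM (SD, n = 5), 2.91 times that of all other samples, and did not reach the fold of 5. With medians in place of means its fold was 45.4 and it passed. In brain cfa-miR-885 was TE, with a fold of 23.2.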

In the literature, miR-122 is liver specific for mice, rats, and humans and has been used as a biomarker for liver injury [5, 10, 12]. miR-855 is a liver TE miRNA reported to be significantly elevated in sera from patients with liver disease [35]. Others have reported miR-192 as a liver specific biomarker in multiple species [9, 20]. In contrast, the findings presented in this dog atlas show that cfa-miR-192 was expressed at relatively high levels (>650 RPM) in all tissues. 

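The tissue medians of cfa-miR-192 ranged from 787 RPM in skeletal muscle to 302243 RPM in jejunum. The next lowest were heart at 1046, sciatic nerve at 1346, bone marrow at 1676 and thymus at 1892 RPM. Brain, lung and testis had medians from 2869 to 3118 RPM, and plasma, pancreas and kidney from 10683 to 46094 RPM. The lowest single sample had 504 RPM, in skeletal muscle. In liver the median was 176166 RPM, 17.6% of the reads on miRNAs.

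**Figure D2:**
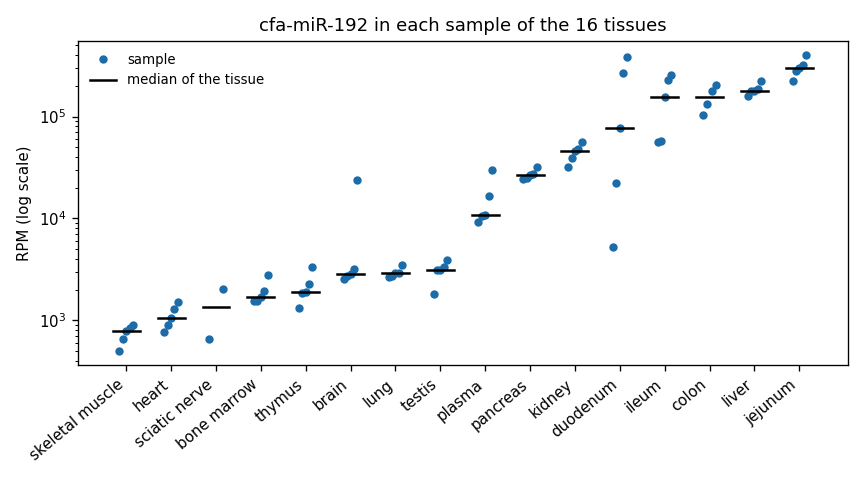
RPM of cfa-miR-192 on a log axis in each sample (points) of the 16 tissues, with the tissue median (black lines). Tissues are ordered by their median, from skeletal muscle at 787 RPM to jejunum at 302243 RPM.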

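Against all other samples the mean of cfa-miR-192 in liver was 184401 ± 23317 RPM (SD, n = 5), a fold of 3.13 (adjusted p = 0.0605, two-sided exact rank-sum test), which did not reach the fold of 5. In jejunum it was 305068 ± 63739 RPM, a fold of 6.05 (adjusted p = 7.39e-04, same exact test), which passed both criteria. Colon, ileum and duodenum had folds of 2.49, 2.44 and 2.47. The duodenum samples spread from 5188 to 385247 RPM.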

Because this miRNA did not meet the TE miRNA criteria, it does not appear to be a suitable biomarker of liver injury in the dog.

A single HTE miRNA was identified in the dog heart (cfa-miR-499) and in skeletal muscle (cfa-miR-206), and both tissues had the same 5 TE miRNAs (cfa-miR-1, -133a-5p, -133a-3p, -133b, and -208) (Fig. 3). 

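In heart 7 miRNAs were TE. The only one HTE in heart alone, cfa-miR-499, had 3265 ± 1203 RPM (SD, n = 5), a fold of 72.0 and a median-over-maximum ratio of 6.33, the highest other sample being skeletal muscle at 593 RPM. With library sizes scaled by TMM it was no longer HTE in heart alone, and 0 miRNAs were. The others were cfa-miR-208b (fold 58.2), cfa-miR-1 (fold 34.6), cfa-miR-133a (fold 16.0), hsa-miR-133a-5p (fold 12.6), cfa-miR-490 (fold 11.3) and cfa-miR-133b (fold 8.41). In skeletal muscle 4 were TE, namely cfa-miR-206, cfa-miR-133b, cfa-miR-133a and cfa-miR-1. For cfa-miR-206 the mean was 350.1 ± 297 RPM (SD, n = 5), a fold of 334 (adjusted p = 0.00102, two-sided exact rank-sum test) and a ratio of 8.92. The folds of cfa-miR-133b and cfa-miR-133a were 21.0 and 11.3. That of cfa-miR-1 was 5.31, and it no longer passed when plasma and bone marrow were left out (4.56) or when any of samples NCDS001107, NCDS001121, NCDS001135 or NCDS001163 was. Of the others, hsa-miR-133a-5p had a fold of 10.7 with an adjusted p = 0.0860 in the same exact test, and cfa-miR-208b a fold of 3.23. Skeletal muscle sample NCDS001149 had the lowest value of all 7 muscle miRNAs examined and decided the call of hsa-miR-133a-5p, whose fold was 13.4 and past both criteria without that sample. Reads of miR-133a and miR-133b, which are nearly identical, could be counted under either name.

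**Figure D3:**
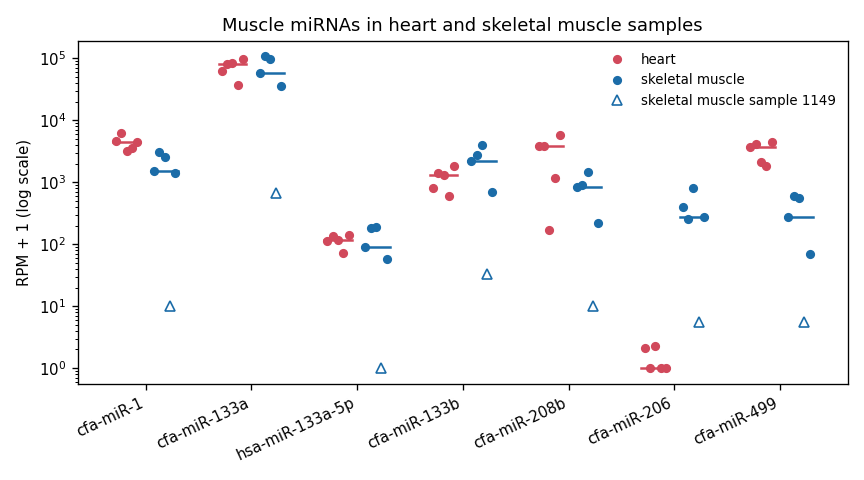
RPM plus 1 on a log axis of 7 muscle miRNAs in the 5 heart and 5 skeletal muscle samples (points), with tissue medians (lines). Skeletal muscle sample NCDS001149 (open triangles) is the lowest skeletal muscle sample for all 7.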

Enrichment of miR-499 in the heart has been demonstrated in rat, monkey, and human [36, 37]. Likewise, miR-206 is enriched in the skeletal muscle from rodents and humans [38]. 

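Heart and skeletal muscle were also compared directly, with edgeR's quasi-likelihood test on the counts of the 5 samples of each. Of 209 miRNAs tested, 10 were higher in heart and 20 higher in skeletal muscle at an adjusted p below 0.05, and 63 had an unadjusted p below 0.05. In 30 of all 209 miRNAs tested the values of both tissues did not overlap, where chance would give 0.794% of them with 5 samples against 5. Of those past the threshold, 24 were without overlap. Among these, the largest differences toward heart were cfa-miR-31, with a log2 fold change of 4.07 (standard error 0.58, adjusted p = 7.57e-04 from edgeR's quasi-likelihood test), cfa-miR-499 at 2.82, hsa-miR-30d-3p at 2.01 and cfa-miR-34a at 1.86. Toward skeletal muscle they were cfa-miR-196b at -8.56 (standard error 0.70), cfa-miR-10b at -2.86, cfa-miR-127 at -2.48 and cfa-miR-889 at -2.40. Also among them, cfa-miR-490 had no more than 1 read in any skeletal muscle sample and cfa-miR-196a no more than 2 in any heart sample, so no fold change is given for them. The fold change of cfa-miR-196b is uncertain in size, since no heart sample had more than 5 reads of it. Standard errors were derived from the log2 fold change and edgeR's F statistic. The myomiRs cfa-miR-1, cfa-miR-133a, cfa-miR-133b and cfa-miR-208b did not pass the threshold.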

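The split between both directions depended on the scaling. A single miRNA, cfa-miR-10b, took a median of 41.7% of the reads in skeletal muscle and 7.88% in heart. With library sizes alone in place of TMM, 15 miRNAs were higher in heart and 4 in skeletal muscle, and the median log2 fold change over all miRNAs tested moved from -0.19 to 0.38. The direction of cfa-miR-133a changed with it, from -0.59 with TMM to 0.25 with library sizes alone, neither past the threshold.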

The overlap of heart and muscle miRNA expression is supported by the Spearman’s correlation (Fig. 1) and is consistent with the literature [39]. The family of ‘myomiRs’ (miR-1, -133a, -133b, and -208) is known to be expressed in both cardiac and muscle tissues [39, 40], and was enriched in the myocardium of rats, dogs, and monkeys [41].

Analysis of dog plasma identified 3 HTE (cfa-miR-423a, -144-5p, and -16-3p) and 8 TE miRNAs (Fig. 3). 

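In plasma 17 miRNAs were TE, and cfa-miR-423a and rno-miR-16-3p were HTE in plasma alone. The values of cfa-miR-423a were 17031 ± 5163 RPM (SD, n = 5), a fold of 17.5 and a median-over-maximum ratio of 5.73. Those of rno-miR-16-3p were 146 ± 28.7 RPM (SD, n = 5), a fold of 26.7 and a ratio of 5.89. For both, all 5 plasma samples lay above every other sample (adjusted p = 3.06e-06, two-sided exact rank-sum test). In addition, hsa-miR-144-5p had 1038 ± 302 RPM (SD, n = 5) in plasma and 949 ± 368 RPM (SD, n = 5) in bone marrow, a fold of 8.57 in plasma and a ratio of 0.707, and so was HTE in these 2 tissues together. The most abundant TE miRNA was cfa-miR-486, at 575403 ± 124509 RPM (SD, n = 5). The lowest fold was that of cfa-miR-383 in plasma, at 5.14, which fell to 2.62 without sample NCDS001175, to 4.94 without sample NCDS001179 and to 4.94 with a pseudocount of 1 RPM, each below the threshold. With DESeq2 size factors 30 miRNAs were TE in plasma. With library sizes scaled by TMM, 7 miRNAs were HTE in plasma alone, these 2 among them.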

Of the plasma HTE miRNAs, only miR-144 is known to be blood cell specific [5] and is involved in erythrocyte homeostasis [42]. Analysis of dog bone marrow identified 1 HTE miRNA (miR-8865) and 11 TE miRNAs. 

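In bone marrow 10 miRNAs were TE and cfa-miR-8865 was HTE. Its values were 111 ± 44.7 RPM (SD, n = 5), 96.9 times the mean elsewhere, with a median-over-maximum ratio of 10.0. At the depth of these libraries 3 reads correspond to between 12.6 and 18.5 RPM. The highest fold after it was that of cfa-miR-223, at 4205 ± 1249 RPM (SD, n = 5) and 84.3 times, followed by hsa-miR-223-5p at 78.4 times (adjusted p = 8.80e-06 for all 3, two-sided exact rank-sum test). The others were cfa-miR-374b, hsa-miR-424-5p, hsa-miR-144-5p, cfa-miR-7, cfa-miR-98, cfa-miR-542 and cfa-miR-451, with folds from 5.01 to 9.60. That of cfa-miR-451 in bone marrow was nearest the threshold and fell to 3.30 with TMM, and that of hsa-miR-144-5p in bone marrow to 4.91 with DESeq2 size factors. The call of cfa-miR-451 was also lost without sample NCDS001174 (4.61) and without sample NCDS001178 (4.72).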

Only TE miRNAs were identified in the thymus (3) and GI tract (7). 

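No miRNA was TE in thymus. There 4 highly expressed miRNAs exceeded the fold of 5, 1 of them with an unadjusted exact p below 0.05. Among them, cfa-miR-193a had 247 ± 216.2 RPM (SD, n = 5) and a fold of 8.30 (adjusted p = 0.668, two-sided exact rank-sum test), and cfa-miR-205 835 ± 1115.6 RPM (SD, n = 5) and a fold of 7.24. With edgeR's quasi-likelihood test in place of the rank-sum test, 4 passed in thymus. The fit behind that test gave 232 to 321 combinations of miRNA and tissue when tissue names were dealt out at random. Calls that rest on it alone are therefore weak. In the GI tract 9 were TE and none was HTE. In jejunum these were cfa-miR-215 (fold 15.8), cfa-miR-194 (fold 9.01), cfa-miR-18a (fold 7.06), cfa-miR-192 and cfa-miR-203 (fold 5.31). In colon they were cfa-miR-147 (fold 17.6) and cfa-miR-196b (fold 6.32), and in ileum cfa-miR-155 (fold 5.98) and hsa-miR-142-3p (fold 5.39). Both calls in ileum, of cfa-miR-155 and hsa-miR-142-3p, were lost when any of samples NCDS001114, NCDS001128, NCDS001142 or NCDS001170 was left out. The fold of hsa-miR-142-3p in ileum also fell to 4.83 with TMM. With the other GI tissues left out of the comparison, 30 miRNA and tissue combinations passed.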

There were no HTE or TE miRNAs found in either the dog lung, kidney or duodenum.

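In duodenum no highly expressed miRNA exceeded the fold of 5, and so none had an unadjusted exact p below 0.05 together with that fold (0). In lung 3 were TE, all with every lung sample above every other sample (adjusted p = 1.76e-05, two-sided exact rank-sum test). These were cfa-miR-34a at 172 ± 24.8 RPM (SD, n = 5) and a fold of 6.76, cfa-miR-210 at 149 ± 32.1 RPM (SD, n = 5) and 5.23, and hsa-miR-126-3p at 6779 ± 1647 RPM (SD, n = 5) and 5.09. They stood close to the threshold. With DESeq2 size factors the folds of cfa-miR-34a in lung, cfa-miR-210 in lung and hsa-miR-126-3p in lung were 4.27, 2.86 and 3.04, and without sample NCDS001106 those of cfa-miR-210 and hsa-miR-126-3p were 4.85 and 4.69. In kidney 2 were TE, cfa-miR-204 with a fold of 8.04 (adjusted p = 0.00195, same exact test) and cfa-miR-196a at 495 ± 164 RPM (SD, n = 5) with a fold of 5.73. The kidney samples of cfa-miR-204 had 6267 to 9751 RPM and the brain samples 2833 to 18388 RPM. None of the kidney samples lay above every other sample, so its fold does not set kidney apart from brain. The fold of cfa-miR-196a in kidney fell to 4.98 without sample NCDS001108 and to 4.75 against the mean of the other tissues' means.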

There were 3 dog miRNAs (cfa-miR-16, -29a, and -186) with ubiquitous expression across all tissues. miR-16 is regarded as a stably expressed miRNA in human and has been used as a reference miRNA for normalization of serum miRNA biomarkers for breast, prostate, and colorectal cancers [43–45]. Both miR-29a and miR-186 are some of the most frequently detected miRNAs in plasma and serum [46]. Likewise, all three miRNAs were abundantly detected, have low CV < 10 %, and standard deviation of 1 or below when compared across all tissues analyzed in the dog miRNA atlas. 

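The lowest and highest tissue medians of cfa-miR-16 were 2393 RPM in kidney and 37816 RPM in plasma. For cfa-miR-29a they were 511 RPM in skeletal muscle and 2438 RPM in pancreas, and for cfa-miR-186 6683 RPM in skeletal muscle and 18992 RPM in bone marrow. All 3 were detected in every sample, the lowest single value being 120.3 RPM for cfa-miR-29a. From the lowest to the highest tissue mean, the fold was 14.0 for cfa-miR-16, 5.88 for cfa-miR-29a and 3.03 for cfa-miR-186.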

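The SD of log2(RPM + 1) over the 16 tissue means was 0.94 for cfa-miR-16, 0.74 for cfa-miR-29a and 0.43 for cfa-miR-186. Over the single samples it was 1.12, 0.93 and 0.60. In total 26 highly expressed miRNAs had a CV below 10% and an SD of at most 1 over the tissue means, and 14 over the samples. Ordered by CV, cfa-miR-186 ranked 1, cfa-miR-16 ranked 11 and cfa-miR-29a ranked 14, and cfa-miR-191 and cfa-miR-27b ranked 2 and 3 with a CV of 4.20% and 4.36%.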

While these miRNAs were used to normalize miR-seq validation by qPCR data, they could not be used in POC studies because their serum levels unexpectedly differed between control animals and dosed animals.

### Atlas verification

Tissue samples were analyzed by Q-RT-PCR to confirm the expression levels of miRNAs identified as HTE or TE by miR-seq analysis. A total of 22 miRNAs (Additional file 6: Figure S5) were selected for qPCR validation including the following 14 biomarker candidates of organ toxicity: liver (cfa-miR-122 and -885), pancreas (cfa-miR-216a/b); heart (cfa-miR-499); muscle (cfa-miR-206); heart/muscle (cfa-miR-1, -133a/b, and -208); testis (cfa-miR-34b/c); and brain and sciatic nervous tissues (cfa-miR-212, -432, and -885), and 5 miRNAs reported in the literature (cfa-miR-21, -192, -193a/b, and -200). For Q-RT-PCR normalization controls, 3 miRNAs identified in the dog atlas (cfa-miR-16, -29a, and -186) were selected on the basis that they are ubiquitously expressed at similar levels in all tissues examined.

Eleven of 15 miRNAs examined by miR-seq and Q-RT-PCR miRNA platforms demonstrated comparable expression levels of individual miRNAs selected for verification with *r*^2^ values > 0.6 (Fig. 4). The exceptions (cfa-miR-432, -499, and -212) could not be differentiated between tissues analyzed by Q-RT-PCR. 

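For the miR-seq values the CV was computed as the SD over the mean of the 16 tissue means of log2(RPM + 1). It was 7.33% for cfa-miR-16, 7.44% for cfa-miR-29a and 3.24% for cfa-miR-186. Over all single samples it was 8.72%, 9.33% and 4.48%. The scale moved these values most. On linear RPM the CV was 82.8% for cfa-miR-16, 47.3% for cfa-miR-29a and 28.5% for cfa-miR-186. The Q-RT-PCR values were not analysed here.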

The 3 highly expressed ubiquitous miRNAs demonstrated good precision, as measured by the coefficient of variance (%CV = standard deviation/mean), for all tissues in both detection platforms; miRNA-SEQ (cfa-miR-16 [4.9 %], -29a [4.7 %], and -186 [1.8 %]) and Q-RT-PCR (cfa-miR-16 [4.1 %], -29a [4.6 %], and -186 [2.7 %]).

**Fig. 4:**
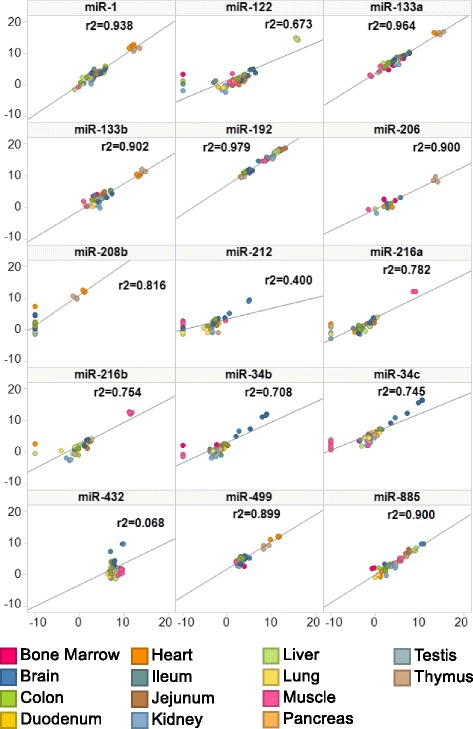
qPCR verification of atlas miRNA-seq of 15 potential biomarkers of organ toxicity. Q-RT-PCR values represent the normalized log2 expression values (y-axis) and normalized log2 values miR-seq (x-axis) for individual animal tissue samples tested. Correlation analysis (linear regression) demonstrated agreement of tissue enriched miRNA across both platforms

### Highest expressed miRNA in the kidney

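The kidney miRNAs were ranked by their median RPM over the 5 kidney samples. The first 10 took a median of 83.5% of the reads on miRNAs in a sample. The most abundant was cfa-miR-10b, at 422693 ± 101561 RPM (SD, n = 5), followed by cfa-miR-10a at 91600.3 ± 7568 RPM and cfa-miR-30a at 83643 ± 30989.9 RPM. Reads of miR-10a and miR-10b, which are nearly identical, were aligned without mismatches. How far any were counted under the other name was not tested.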

Although enriched miRNAs were not detected in the dog kidney, this is a unique organ because urine can be evaluated for biomarkers. Thus, the highest expressed kidney miRNAs may possess the greatest potential as urinary biomarkers of kidney injury. Circulating blood miRNAs are not thought to pass through the kidney into the urine intact [3]. High expression in dogs was observed for cfa-miR-10a, -10b, -22, -181a, -191, -192, and -378 (Additional file 4: Figure S3). 

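After cfa-miR-10b, cfa-miR-10a and cfa-miR-30a, the ranks 4 to 6 were held by cfa-miR-192 at 44219 ± 9137 RPM, cfa-miR-22 at 44279 ± 19696 RPM and cfa-miR-181a at 37890.5 ± 6736 RPM (SD, n = 5). These differed by less than the spread between samples, so their order is not resolved. The ranks 9 and 10 were held by cfa-miR-191 at 16758 ± 1448 RPM and cfa-miR-378 at 14298 ± 3389 RPM. Of the 10, kidney had the highest median of all tissues for cfa-miR-10b and cfa-miR-30a, and no more than 2 kidney samples lay above every other sample for any of them.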

There was a strong overlap between the miRNA identified here in the dog whole kidney and the highest expressed miRNA identified by Ichii et al. in the dog cortex (7/10) and medulla (8/10) (Additional file 7: Figure S6) [47]. 

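In the kidney samples of the atlas the remaining places of the top 10 were held by cfa-miR-26a, with a median of 33498 RPM, and cfa-miR-143, with a median of 20045 RPM. The 10 miRNAs with the highest median were the 10 that the paper lists, and 20 of its top 20 were among the first 20 here. The cortex and medulla samples of Ichii et al. were not analysed here.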

Kidney enriched miR-10a and miR-192 were previously identified as potential circulating biomarkers of renal injury in rats [48], however miR-192 had high expression in multiple dog tissues and was not identified as kidney enriched in the current study. Other miRNAs have been implicated in various kidney diseases, including in renal fibrosis (miR-22) [49], nephritic syndrome (miR-181a) [50], and renal cell carcinoma (miR-378) [51]. Levels of miR-191 and miR-378 were elevated in the urine of rats dosed with nephrotoxicants [52, 53]. It remains to be determined whether any of these highly expressed renal miRNAs can be detected in the urine and outperform standard protein-based biomarkers of renal injury.

### Liver safety biomarkers POC studies

One concern for using miRNAs as circulating biomarkers is how to normalize across samples [54]. While studies have investigated the use of spiking samples with miRNA from exogenous sources such as *Arabidopsis* or *C. elegans* [55, 56] or normalization by serum or plasma volume, miRNA in the current study were normalized using total counts. The expression patterns of miRNA in plasma versus serum are similar [46, 56, 57]. Due to sample availability only serum was analyzed in the dog POC studies.

#### Assessment of a 5 miRNA biomarker screening panel after 7 days of dosing with Compound X

Three dogs were dosed twice daily for seven days with 500 mg/kg of Compound X or vehicle. At 24 h post-Day 7 dosing, two dogs demonstrated mild to moderate liver necrosis (Fig. 5a) and had an approximately 5-fold elevation in serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) which correlated with mild to moderate liver necrosis (Fig. 5b). Analysis of serum miRNA from these two dogs showed the highest elevation (ΔCt) values in cfa-miR-122 and cfa-miR-855 compared to control animals (Fig. 5c). Histopathological analysis did not identify microscopic changes in heart, muscle and pancreas in dogs treated with Compound X, and the levels of non-liver enriched miRNAs (cfa-miR-1, -133 and -216) did not significantly change when compared to control dogs (data not shown). Taken together, these results highlight the specificity of miR-122 and miR-885 for compound-induced liver injury.

**Fig. 5:**
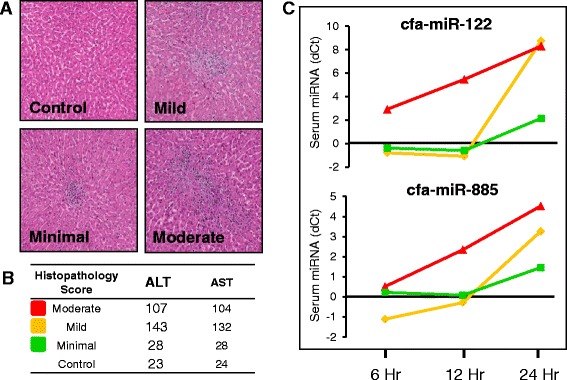
POC Compound X histopathology review and candidate safety biomarker assessment. **a** Representative hematoxylin and eosin stained liver histopathology sections. Liver damage severity was scored by histopathologic review as Minimal, Mild, or Moderate. **b** Serum levels of ALT and AST in animals that received Compound X or vehicle control. The colored boxes on the left correspond to the severity of liver injury. **c** Serum levels of miR-122 and miR-885 in animals dosed with Compound X compared to vehicle. Samples were collected at the indicated time points on Day 7 of dosing. The line color corresponds to the severity of damage

#### Assessment of a 20 miRNA biomarker screening panel after 14 days of dosing with Compound Y

Six dogs were dosed daily with 600 mg/kg of Compound Y or vehicle control for 14 days. Serum samples collected on Days 1, 7, and 14 (predose and 24 h postdose) were analyzed for ALT and AST levels. Serum was also analyzed by Q-RT-PCR for a panel of 20 tissue enriched and potential miRNA biomarkers, including those identified for liver (cfa-miR-122 and -885), heart/muscle (cfa-miR-1, -133, and -206), testis (miR-34b/c), pancreas (cfa-miR-216), brain (cfa-miR-212), and ubiquitously expressed cfa-miR-193b.

Elevations in liver enriched miR-122 and miR-885 correlated with increases in ALT and AST (Fig. 6a and b) and mild to moderate hepatocellular necrosis was observed in 2 of 6 animals (Dogs 1 and 3 on Day 14 [data not shown]). Dogs 1 and 3 had high correlation between elevations in serum miR-122 and ALT (*r*^2^ = 0.79) and AST (*r*^2^ = 0.90) levels while elevations in serum miR-885 were higher ALT (*r*^2^ = 0.87) and AST (*r*^2^ = 0.97). Additionally, Dog 3 demonstrated elevated miR-122 on Day 7 at the 24 h time point while ALT remained at baseline levels. The four other animals dosed with Compound Y did not demonstrate test article-related changes in serum chemistry, miRNA or liver histopathology. Elevation of serum cfa-miR-193b in the two dogs with liver injury (Dogs 1 and 3) was likely due to the ubiquitous expression of the miRNA in the dog, including the liver. The transient serum elevations of heart/muscle TE miRNAs (cfa-miR-1 and -133) and muscle HTE miRNA (cfa-miR-206) were not correlated with microscopic findings (data not shown) and may be due to injury during animal handling. The remaining non-liver miRNAs were not detected in any serum samples.

**Fig. 6:**
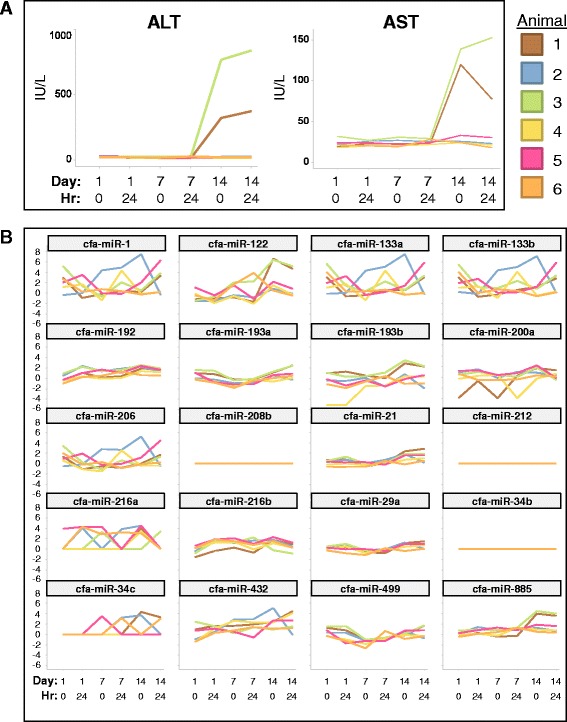
POC Compound Y miRNA safety biomarker panel assessment. **a** Serum levels of ALT and AST in animals that received Compound Y or vehicle control. Serum was collected on Days 1, 7 and 14 at pre-dose and 24 h post-dose. The colored boxes on the right correspond to the individual dog identification numbers. **b** Panel of candidate safety miRNA biomarkers utilized in the Compound Y POC study. Q-RT-PCR ΔCt values (y-axis) line plot per animal for duration of Day 1, 7, and 14 treatment samples tested highlights the elevation of both liver enriched miRNAs (miR-122 and miR-885) and ubiquitously expressed miR-193 in the 2 dogs with elevated ALT and AST. Non-liver enriched miRNAs were not elevated or were found to be in the noise or below the lower limit of Q-RT-PCR detection

Elevation of miR-122 in the plasma/serum after administration of hepatotoxic compounds in rats [58, 59] or in various human disease conditions [19, 60] is well established. The results from these two POC studies represent the first published data demonstrating the utility of miR-122 and miR-885 as potential biomarkers of liver injury in the dog. Levels of miR-122 increased in correlation with minimal liver injury in the absence of ALT elevations, and thus may have superior sensitivity than standard liver function tests. This is consistent with a previous rat study that detected an increase in miR-122 levels prior to ALT elevation [58]. While the sensitivity of miR-122 versus ALT has not been definitively determined in any species, these collective studies indicate that miR-122 is a translatable diagnostic to detect liver injury [61].

## Conclusion

miRNAs hold promise as circulating biomarkers of organ specific injury. While recent studies focused on miRNA tissue expression in rodent species and humans, there is a significant lack of miRNA data available for dogs. The beagle dog is an important nonclinical species for assessment of human drug safety. Identification of miRNA biomarkers of tissue specific injury in the dog may improve prediction and monitorability of potentially adverse effects of compounds intended for human use. This miRNA tissue atlas may also serve as a reference for the identification of novel biomarkers of organ damage in nonclinical species which are translatable to patients in the clinic. Analysis of the dog miRNA tissue atlas identified 66 HTE miRNAs which offer a starting point for exploratory pre-clinical safety monitoring, further proof of concept and biomarker validation studies beyond the liver biomarker potential described herein.

The dog miRNA annotation has been expanded through the identification of homologs to rat and human miRNAs in the dog genome which demonstrate a high level of sequence homology and similar levels of tissue expression among rats and humans. There are likely to be additional miRNAs in dogs that might have been tissue enriched but were not annotated. As the quality of annotation for dog miRNA improves, so will the resolution and quality of the dog miRNA database. The expression data may be re-evaluated at a later date to see if previously unannotated miRNA sequences can be identified. Conversely, information gathered from the dog miRNA atlas can be used to fill in gaps in the human annotation, as in the case with miR-217. The data generated for the dog miRNA tissue atlas is publically available for further analysis (The accession number is: GSE83278).

In collaboration with Eli Lilly, co-analyses of the dog and rat miRNA sequencing data determined which tissue enriched miRNAs were conserved between the two species. The next phase of the atlas will be to further demonstrate in vivo the correlation of tissue enriched miRNA to tissue specific injury. Subsequent animal studies are necessary to determine the sensitivity and specificity of the miRNA qPCR panel. Candidate biomarkers may eventually be used as an early readout of tissue injury in drug development.

## Abbreviations

ΔCt, change in threshold cycle; ALT, alanine aminotransferase; AST, aspartate aminotransferase; cDNA, complementary deoxyribonucleic acid; cfa, canis familiaris annotation; Ct, threshold cycle; CV, coefficient of variation; FDR, false discovery rate; GI, gastrointestinal; HP-β-CD, hydroxypropyl-beta-cyclodextrin; HTE, highly tissue enriched; miRNA was considered HTE if the miRNA median expression required > 5 fold higher expressed compared to the maximum expression value observed in any other tissue analyzed and was only detected in ≤ 2 tissues within the atlas; miRNA, microRNA; mRNA, messenger ribonucleic acid; OSA, Omicsoft Sequence Aligner; PCR, polymerase chain reaction; POC, proof of concept; qPCR, see Q-RT-PCR; Q-RT-PCR, quantitative reverse transcription polymerase chain reaction; RIN, ribonucleic acid integrity number; RNA, ribonucleic acid; RPM, reads per million; TE, tissue enriched; miRNA was considered to be TE if the fold-change levels within the tissue of interest was > 5, and the FDR-corrected Wilcoxon Rank-Sum *p*-value was < 0.05

## Additional files

Additional file 1: Supplementary Methods. (DOCX 18 kb) Additional file 2: Figure S1. List of 106 enriched miRNAs by tissue. miRNAs are annotated as tissue enriched (TE) or highly tissue enriched (HTE). The family of miRNA and mature miRNAs in dog, human and rat are given. (PDF 55 kb) Additional file 3: Figure S2. Top 20 enriched miRNAs. 10 of top 20 are testis. (PDF 38 kb) Additional file 4: Figure S3. Top Ten Expressed (log10 RPM values) miRNA per tissue type. The list is sorted by dog miRNA tissue atlas enrichment and prevalence of top 10 expressed miRNAs across the atlas tissues. (PDF 45 kb) Additional file 5: Figure S4. Benefit and need for enhanced annotations for miRNA studies. (A) Pancreas enriched miR-217-3p (rno-miR-217-3p AUCAGUUCCUAAUGCAUUGCCU) identified in the dog miRNA tissue atlas was found as a novel un-annotated human miRNA. It is conserved in rats, dogs, and humans, but is only annotated in miRBase as rat. (B) There is evidence of un-annotated human reads aligning and expressed in human expression profile experiments on the miRBase website. This study suggests human miRBase annotation should reflect 2 mature microRNA sequences, miR-3p and -5p. (PDF 64 kb) Additional file 6: Figure S5. Q-RT-PCR assay list. (PDF 39 kb) Additional file 7: Figure S6. Top 20 expressed kidney miRNA. Top 20 expressed kidney miRNA found in the dog miRNA tissue atlas compared to previously published miRNA expression data from macro-dissection studies of the cortex and medulla of the cat and dog (Ichii et al). Shaded boxes indicate that the dog miRNA was among the top 10 expressed kidney miRNAs in the dog atlas; bolded miRNAs indicate that the miRNA was among the top 20. Comparison between dog whole kidney (dog altas) and data from dog cortex and medulla (Ichii et al) show good correlation with 7/10 miRNAs and 8/10 miRNAs expressed in the top 10 miRNAs, respectively, when compared to kidney expression observed in the dog atlas. Similarly, a comparison of dog whole kidney data (dog atlas) to cat cortex and medulla (Ichii et al) show good correlation as well with 7/10 and 6/10 miRNAs expressed in the top 10 miRNAs, respectively, when compared to dog whole kidney data (dog atlas). (PDF 41 kb)

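The ranks in this table rest on the 5 whole kidney samples. On the log10 scale of the table, the median RPM was 5.65 for cfa-miR-10b, 4.98 for cfa-miR-10a and 4.17 for cfa-miR-378, the tenth. The miRNAs ranked 11 to 20 were led by cfa-let-7a with a median of 12349 RPM and closed by hsa-miR-30e-5p with 5352 RPM. One of the TE miRNAs of kidney, cfa-miR-204, was among them at 7234 RPM.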

# Supplementary material for: The beagle dog MicroRNA tissue atlas: identifying translatable biomarkers of organ toxicity
**Source:** BMC Genomics. 2016 Aug 17;17:649. doi: 10.1186/s12864-016-2958-x
**Supplement:** Additional file 1: — Supplementary Methods.

Supplementary **Methods**

### RNA Isolation

#### Tissue

Fifty-micron sections of frozen dog tissue were homogenized with 350 μl lysis buffer (RLT [Qiagen] + 1%-β mercaptoethanol) using a rotor-stator homogenizer and disposable tips. RNA extraction from tissue homogenate was conducted using KingFisher™ Pure RNA Tissue Kit (Thermo Scientific). Briefly, tissue homogenates were combined with magnetic beads and ethanol, and loaded onto a KingFisher Magnetic Particle Processor (Thermo Scientific). Samples were DNase-treated, washed, and eluted in 60 µl of RNase-free water. Due to the low level of total RNA isolated from dog sciatic nerve, the 5 individual samples were pooled and split into 3 sample replicates for analysis. RNA isolation of the bone marrow was performed with 3×volume of TriReagent LS (Life Technologies). After homogenization using a rotor-stator homogenizer, duplicate 1.0-mL aliquots were processed with TRIzol Plus RNA Purification kit (Life Technologies) according to manufacturer instructions. Samples were subjected to on-column DNase treatment, washed, and then eluted in 100 μl of RNase-free water.

#### Plasma and Serum

RNA isolation from dog plasma or serum was performed using 200 μL sample volume for all specimens tested and eluted with 20 μL of water for a final concentration of 10 biofluid equivalents (BE)/μL.

### miR-seq Annotation and Sample Analysis

miRNA reads were normalized on a per sample basis using the total number of reads aligning to miRNAs to derive reads per million (RPM), calculated for each miRNA, *i*, as shown in Equation 1, where *n* is the total number of annotated miRNAs, *c* is number of raw counts, and *M* stands for million [61].

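RPM sets each miRNA against the reads on all miRNAs of the same sample, so it is a share and not an absolute amount. Where 1 miRNA takes most of the reads, the RPM of all others in that sample is lower by the same factor. The largest share of a single miRNA in a library was 76.1%, in a plasma sample, with a 95% Wilson interval from 75.9% to 76.2%, and that miRNA was cfa-miR-486.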

Equation 1:

$$RPM_{i}=\frac{c_{i}}{\sum_{i=1}^{n} c_{i}}* 1 M$$

Where, *RPM_i_* is reads per million, the normalized expression value for miRNA *i*. The term *c_i_* is the number of raw counts for miRNA *i*, *n* is the total number of annotated miRNAs, and 1 M is 1 million. The denominator, $\sum_{i=1}^{n} c_{i}$, is the combined number of raw counts for all annotated miRNAs found in the sample.

#### miRNA Enrichment Criteria

Ubiquitously expressed miRNAs were identified in the dog miRNA tissue atlas by meeting the following criteria: low CV < 10% and standard deviation ≤ 1 in all tissues in the dog atlas.

A standard test was used to define *tissue* *enriched* (TE) based on the level of expression in a tissue versus the rest of tissues in the dog miRNA tissue atlas. For defining *highly tissue enriched* (HTE) miRNAs, a stringency was added by using a modified statistic, *medmax* (Equation 2). Tissue-enriched miRNA were identified and categorized as follows: 1) miRNA that were highly expressed in 1 or 2 tissues relative to the *maximum expression* across all other samples were classified as HTE, and 2) miRNAs that were highly expressed in a given tissue relative to the *average expression* across all other samples were considered TE. By definition, all miRNAs meeting the criteria for HTE also meet the criteria for TE.

Tissue Enriched (TE): An miRNA is considered enriched based on fold change, (average expression in samples within tissue of interest) / (average expression across all other samples) > 5 and a rank-based measure, the FDR-corrected Wilcoxon Rank-Sum p-value < 0.05. 

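The fold compares averages, so a single high sample can raise it, and the rank-sum test asks whether the samples of the tissue rank above the others regardless of how far. Both are needed because each covers what the other leaves open. In thymus, cfa-miR-205 had 2064 RPM in the highest sample and 0 in the lowest, which passed the fold but not the test. The correction for false discovery depends on the family of tests, which is taken here as the detected miRNAs within a tissue.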

In the Wilcoxon Rank-Sum Test, one group was composed of samples within the tissue of interest and the other group was composed of all other samples. The samples were ranked by expression of a given miRNA.

Highly Tissue Enriched (HTE): A miRNA is *highly enriched in a single tissue, T_A_*, if medmax (*T_A_*) > 5 (Equation 2). A miRNA is *highly enriched in 2 tissues*; let *T_A_*_,_ *T_B_*_,_ *T_C_* be the tissues with highest, second-highest, and third-highest median expression for the miRNA, respectively. The miRNA has to be highly expressed at approximately the same level in *T_A_* and *T_B_*, according to median(*T_B_*)/median(*T_A_*) > 70%. The miRNA must be expressed at low levels in all other tissues, according to median(*T_C_*)/median(*T_A_*) < 20%.

Equation 2:

medmax $=\frac{median}{max}$ (median expression of the microRNA in samples belonging to the tissue of interest) / (maximum expression of the microRNA in samples belonging to all other tissues)

For the medmax statistic (Equation 2), the median expression in the tissue of interest divided by the maximum expression across samples was used from all other tissues. Placing the median in the numerator, versus the mean, avoids discarding miRNAs that are highly expressed in most, but not all, samples from the tissue of interest. This acknowledges the fact that expression of a miRNA may vary between samples within a tissue as a result of biological variation (eg., tissue subtypes), but is nonetheless identified as a potential biomarker for damage to the tissue in which it is enriched.

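The testis gives an example of variation between samples, the cause of which was not settled here. There cfa-miR-8908b had 449.02 ± 437 RPM (SD, n = 5) and a lowest sample of 2.96 RPM, while its median was 456 RPM. The ratio of the median to the highest sample elsewhere was 222.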

### miRNA Atlas Verification

Q-RT-PCR analysis was conducted on dog atlas tissues to verify tissue expression levels of miRNA candidate biomarkers identified via miRNA-SEQ. Total RNA (1000 ng) was reverse transcribed in a reaction volume of 1520 µL using the Applied Biosystems TaqMan MicroRNA RT Kit High Capacity cDNA Synthesis Kit (Life Technologies) according to manufacturer instructions. 1.33µL from RT reaction 20 ng of total RNA equivalent cDNA (assuming 100% cDNA synthesis efficiency) was mixed with 15 µL Applied Biosystems TaqMan Universal PCR Master Mix, No AmpErase® UNG (Life Technologies) for each Q-RT-PCR reaction in a total volume of 20µL. Following incubation at 50°C for 2 minutes and 95°C for 10 minutes, samples were amplified for 40 cycles (95°C for 15 seconds, then 60°C for 1 minute). All amplifications were performed in triplicate using an Applied Biosystems 7900HT real-time thermocycler. Technical replicate threshold cycle (C_t_) values were averaged for each sample. C_t_ values greater than 38 were flagged because they were within a 10-fold level of the final cycle and were deemed less reliable or not expressed. Relative miRNA expression quantification was derived using the comparative Ct method (Applied Biosystems). The ΔCt (dCt) was calculated by subtracting the average Ct of the ubiquitously expressed miRNAs from Ct value of the individual miRNA of interest. Expression values were calculated using the formula 2^-ΔCt^ × 1000.

## Atlas Tissue, RNA, and Sequencing Quality

Plasma samples collected for the dog tissue atlas had low RIN values (< 2) and were in line with published data. Bone marrow samples had lower percent mapped reads which correlated with low RIN values. However, tissues with low RIN values did not always demonstrate a lower percentage of mapped reads. For example, a subset of kidney samples with RIN values of 1 show similar percent mapping to kidney samples with RIN values > 7. 

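The thymus libraries had between 157871 and 3418708 reads on miRNAs, the widest ratio of the deepest to the shallowest library of any tissue, and between 280 and 469 miRNAs detected per sample. Integrity numbers and mapped percentages were not analysed here.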

Thymus tissues with RIN values > 7, had the most variable percent mapped reads and miRNAs detected when compared to all other tissues in the atlas. Inter-tissue variation in the thymus could relate to heterogeneity of the tissue samples collected during tissue harvest at the bioreclamation site.

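The thymus samples fell into different profiles. In samples NCDS001109 and NCDS001151, cfa-miR-181a had 426312 and 500018 RPM, against 41991 to 53348 RPM in the other 3 samples. In cfa-miR-205 these 2 samples had 2064 and 2049 RPM against at most 57.2 RPM. The opposite held for cfa-miR-193a, with 7.50 and 19.6 RPM against 373 to 461 RPM, and for cfa-miR-10b, with 46591 and 30954 RPM against 271646 to 313113 RPM. These miRNAs were chosen after their values were seen, and the groups of samples are not conditions of the study.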

# Supplementary material for: The beagle dog MicroRNA tissue atlas: identifying translatable biomarkers of organ toxicity
**Source:** BMC Genomics. 2016 Aug 17;17:649. doi: 10.1186/s12864-016-2958-x
**Supplement:** Additional file 2: Figure S1. — List of 106 enriched miRNAs by tissue. miRNAs are annotated as tissue enriched (TE) or highly tissue enriched (HTE). The family of miRNA and mature miRNAs in dog, human and rat are given.

# Supplemental Figure 1

# Supplementary material for: The beagle dog MicroRNA tissue atlas: identifying translatable biomarkers of organ toxicity
**Source:** BMC Genomics. 2016 Aug 17;17:649. doi: 10.1186/s12864-016-2958-x
**Supplement:** Additional file 3: Figure S2. — Top 20 enriched miRNAs. 10 of top 20 are testis.

# Supplemental Figure 2

| Top 20<br>Enriched | Tissue   | miRNA                                                     | med_over<br>_max | Wilcox<br>p-value | Median<br>(RPM) |
|--------------------|----------|-----------------------------------------------------------|------------------|-------------------|-----------------|
| 1                  | Testis   | cfa-miR-508b                                              | 581              | 2.41E-11          | 660             |
| 2                  | Testis   | cfa-miR-202_hsa-miR-202-5p_rno-miR-202-5p                 | 420              | 3.30E-05          | 3340            |
| 3                  | Brain    | cfa-miR-124_hsa-miR-124-3p_rno-miR-124-3p                 | 347              | 6.84E-05          | 2971            |
| 4                  | Pancreas | cfa-miR-217_hsa-miR-217                                   | 295              | 4.50E-05          | 3543            |
| 5                  | Pancreas | cfa-miR-216b_hsa-miR-216b-5p_rno-miR-216b-5p              | 275              | 6.53E-05          | 5507            |
| 6                  | Testis   | cfa-miR-8831                                              | 260              | 2.54E-10          | 268             |
| 7                  | Testis   | cfa-miR-8908b                                             | 222              | 2.83E-07          | 456             |
| 8                  | Testis   | cfa-miR-508a                                              | 212              | 1.17E-10          | 153             |
| 9                  | Testis   | cfa-miR-506                                               | 185              | 4.75E-64          | 1094            |
| 10                 | Liver    | hsa-miR-122-3p_hsa-miR-3591-5p                            | 184              | 1.12E-05          | 838             |
| 11                 | Liver    | cfa-miR-122_hsa-miR-122-5p_rno-miR-122-5p_hsa-miR-3591-3p | 183              | 9.07E-05          | 22008           |
| 12                 | Testis   | cfa-miR-8908c                                             | 132              | 9.38E-09          | 271             |
| 13                 | Brain    | cfa-miR-219-3p_hsa-miR-219b-5p_rno-miR-219b               | 101              | 7.43E-07          | 276             |
| 14                 | Brain    | hsa-miR-9-3p_rno-miR-9a-3p_rno-miR-9b-5p                  | 97               | 3.81E-05          | 527             |
| 15                 | Testis   | cfa-miR-507b                                              | 86               | 1.68E-06          | 101             |
| 16                 | Pancreas | cfa-miR-216a_hsa-miR-216a-5p_rno-miR-216a-5p              | 81               | 7.43E-05          | 4143            |
| 17                 | Pancreas | rno-miR-217-3p                                            | 77               | 4.71E-07          | 349             |
| 18                 | Testis   | cfa-miR-449a_hsa-miR-449a_rno-miR-449a-5p                 | 73               | 1.07E-64          | 3159            |
| 19                 | Testis   | cfa-miR-507a                                              | 69               | 2.25E-12          | 34              |
| 20                 | Brain    | cfa-miR-9_hsa-miR-9-5p_rno-miR-9a-5p_rno-miR-9b-3p        | 61               | 1.03E-64          | 38121           |

# Supplementary material for: The beagle dog MicroRNA tissue atlas: identifying translatable biomarkers of organ toxicity
**Source:** BMC Genomics. 2016 Aug 17;17:649. doi: 10.1186/s12864-016-2958-x
**Supplement:** Additional file 4: Figure S3. — Top Ten Expressed (log10 RPM values) miRNA per tissue type. The list is sorted by dog miRNA tissue atlas enrichment and prevalence of top 10 expressed miRNAs across the atlas tissues.

# Supplemental Figure 3

| Dog microRNA<br>Annotation (cfa)                     | Enrichment | #Top 10 in tissue | Bone Marrow | Brain | Colon | Duodenum | Heart | Ileum | Jejunum | Kidney | Liver | Lung | Muscle | Pancreas | Plasma | Sciatic Nerve | Testis | Thymus |
|------------------------------------------------------|------------|-------------------|-------------|-------|-------|----------|-------|-------|---------|--------|-------|------|--------|----------|--------|---------------|--------|--------|
| cfa-miR-128_hsa-miR-128-3p_rno-miR-128-3p            | Yes        | 1                 | 4.5         |       |       |          |       |       |         |        |       |      |        |          |        |               |        |        |
| cfa-miR-215                                          | Yes        | 1                 |             |       |       |          |       |       | 4.7     |        |       |      |        |          |        |               |        |        |
| cfa-miR-34c_hsa-miR-34c-5p_rno-miR-34c-5p            | Yes        | 1                 |             |       |       |          |       |       |         |        |       |      |        |          |        |               | 4.7    |        |
| cfa-miR-375_hsa-miR-375_rno-miR-375-3p               | Yes        | 1                 |             |       |       |          |       |       |         |        |       |      |        | 5.2      |        |               |        |        |
| cfa-miR-451_hsa-miR-451a_rno-miR-451-5p              | Yes        | 1                 | 4.6         |       |       |          |       |       |         |        |       |      |        |          |        |               |        |        |
| cfa-miR-92b_hsa-miR-92b-3p_rno-miR-92b-3p            | Yes        | 1                 |             | 4.4   |       |          |       |       |         |        |       |      |        |          |        |               |        |        |
| cfa-miR-133a_hsa-miR-133a-3p_rno-miR-133a-3p         | Yes        | 2                 |             |       |       |          | 4.9   |       |         |        |       |      | 4.8    |          |        |               |        |        |
| cfa-miR-148a_hsa-miR-148a-3p_rno-miR-148a-3p         | Yes        | 2                 |             |       |       |          |       |       |         |        | 4.8   |      |        | 5.6      |        |               |        |        |
| cfa-miR-451_hsa-miR-451a_rno-miR-451-5p              | No         | 2                 |             |       |       |          |       |       |         |        |       |      |        |          |        | 4.9           |        |        |
| cfa-miR-25_hsa-miR-25-3p_rno-miR-25-3p               | No         | 1                 |             |       |       |          |       |       |         |        |       |      |        |          |        | 4.4           |        |        |
| cfa-miR-10b_hsa-miR-10b-5p_rno-miR-10b-5p            | No         | 1                 |             |       |       |          |       |       |         | 5.7    |       |      |        |          |        |               |        |        |
| cfa-miR-127_hsa-miR-127-3p_rno-miR-127-3p            | No         | 1                 |             | 4.7   |       |          |       |       |         |        |       |      |        |          |        |               |        |        |
| cfa-miR-142_hsa-miR-142-5p_rno-miR-142-5p            | No         | 1                 |             |       |       |          |       |       |         |        |       |      |        |          |        | 4.4           |        |        |
| cfa-miR-16_hsa-miR-16-5p_rno-miR-16-5p               | No         | 1                 |             |       |       |          |       |       |         |        |       |      |        |          |        | 4.6           |        |        |
| cfa-miR-194_hsa-miR-194-5p_rno-miR-194-5p            | No         | 1                 |             |       |       |          |       |       | 4.5     |        |       |      |        |          |        |               |        |        |
| cfa-miR-30d_hsa-miR-30d-5p_rno-miR-30d-5p            | No         | 1                 |             |       |       |          | 4.6   |       |         |        |       |      |        |          |        |               |        |        |
| cfa-miR-423a_hsa-miR-423-5p_rev_rno-miR-423-5p       | No         | 1                 |             |       |       |          |       |       |         |        |       |      |        |          |        | 4.3           |        |        |
| cfa-miR-486_hsa-miR-486-3p_rno-miR-486               | No         | 1                 |             |       |       |          |       |       |         |        |       |      |        |          |        | 5.8           |        |        |
| cfa-miR-9_hsa-miR-9-5p_rno-miR-9a-5p                 | No         | 1                 |             | 4.6   |       |          |       |       |         |        |       |      |        |          |        |               |        |        |
| cfa-miR-93_hsa-miR-93-5p_rno-miR-93-5p               | No         | 1                 |             |       |       |          |       |       |         |        |       |      |        |          |        | 4.2           |        |        |
| cfa-miR-186_hsa-miR-186-5p_rno-miR-186-5p            | No         | 2                 | 4.3         |       |       |          |       |       |         |        |       |      |        |          |        | 4.1           |        |        |
| cfa-miR-92a_hsa-miR-92a-3p_rno-miR-92a-3p            | No         | 2                 |             |       |       |          |       |       |         |        |       |      |        |          |        | 4.5           | 4.3    |        |
| cfa-let-7a_hsa-let-7a-5p_rno-let-7a-5p_rev           | No         | 3                 |             | 4.6   |       |          |       |       |         |        |       | 4.6  |        |          |        | 4.6           |        |        |
| cfa-miR-21_hsa-miR-21-5p_rno-miR-21-5p               | No         | 3                 |             |       | 4.6   |          |       | 4.8   | 4.5     |        |       |      |        |          |        |               |        |        |
| cfa-miR-126_hsa-miR-126-5p_rno-miR-126a-5p           | No         | 4                 | 4.3         |       |       |          | 4.6   |       |         |        |       | 4.7  |        |          |        |               |        | 4.4    |
| cfa-let-7f_hsa-let-7f-5p_rno-let-7f-5p_rno-miR-3596d | No         | 6                 |             |       |       |          |       | 4.4   |         |        | 4.6   | 4.5  |        | 4.6      |        | 4.4           | 4.4    |        |
| cfa-miR-192_hsa-miR-192-5p_rno-miR-192-5p            | No         | 7                 |             |       | 5.2   | 4.9      |       | 5.2   | 5.5     | 4.7    | 5.3   |      |        | 4.4      |        |               |        |        |
| cfa-miR-486_hsa-miR-486-3p_rno-miR-486               | No         | 7                 | 4.8         |       |       | 4.3      | 5.1   |       |         |        |       | 4.6  | 4.9    |          |        | 4.9           |        | 4.6    |
| cfa-miR-22_hsa-miR-22-3p_rno-miR-22-3p               | No         | 8                 |             | 4.5   |       |          | 5.0   |       |         | 4.6    | 5.1   |      | 4.8    | 4.6      |        | 4.5           | 4.4    |        |
| cfa-miR-30a_hsa-miR-30a-5p_rno-miR-30a-5p            | No         | 8                 | 4.3         |       |       |          | 4.7   |       |         | 4.9    | 4.6   | 4.9  | 4.5    | 4.4      |        |               |        | 4.6    |
| cfa-miR-378_hsa-miR-378a-3p_rev_rno-miR-378a-3p      | No         | 8                 |             |       | 4.3   | 4.3      | 4.8   |       | 4.4     | 4.2    | 4.5   |      | 4.8    |          |        |               |        | 4.7    |
| cfa-miR-27b_hsa-miR-27b-3p_rno-miR-27b-3p            | No         | 9                 |             |       | 4.4   | 4.4      | 4.7   | 4.4   | 4.3     |        |       | 4.6  | 4.5    | 4.2      |        | 4.5           |        |        |
| cfa-miR-191_hsa-miR-191-5p_rno-miR-191a-5p           | No         | 10                | 4.5         | 4.6   | 4.4   | 4.3      |       | 4.6   |         | 4.2    |       |      |        |          | 4.4    | 4.5           | 4.3    | 4.5    |
| cfa-miR-10a_hsa-miR-10a-5p_rno-miR-10a-5p            | No         | 11                | 4.9         |       | 4.7   | 4.5      |       | 4.8   | 4.8     | 5.0    | 4.5   | 5.0  | 4.4    |          |        |               | 4.5    | 4.8    |
| cfa-miR-10b_rno-miR-10b-5p_hsa-miR-10b-5p            | No         | 11                | 5.5         |       | 4.9   | 4.7      | 4.9   | 4.9   | 4.4     |        |       |      | 5.6    | 4.3      |        | 5.5           | 5.6    | 5.4    |
| cfa-miR-181a_hsa-miR-181a-5p_rno-miR-181a-5p         | No         | 12                | 4.5         | 5.3   | 4.3   | 4.3      |       | 4.4   |         | 4.6    | 4.5   | 5.0  |        | 4.3      |        | 4.8           | 4.4    | 4.7    |
| cfa-miR-143_hsa-miR-143-3p                           | No         | 13                |             | 4.5   | 5.6   | 5.3      | 5.0   | 5.4   | 5.2     | 4.3    | 4.8   | 5.1  | 4.5    |          |        | 4.8           | 5.0    | 5.0    |
| cfa-miR-26a_hsa-miR-26a-5p_rno-miR-26a-5p            | No         | 14                | 5.1         | 4.7   | 4.4   | 4.5      |       | 4.3   | 4.6     | 4.5    | 4.5   | 4.9  | 4.5    | 4.6      |        | 4.6           | 4.3    | 4.4    |

# Supplementary material for: The beagle dog MicroRNA tissue atlas: identifying translatable biomarkers of organ toxicity
**Source:** BMC Genomics. 2016 Aug 17;17:649. doi: 10.1186/s12864-016-2958-x

# Supplemental Figure 4

Supplemental Figure XXX: Benefit and need for enhanced annotations for miRNA studies

A

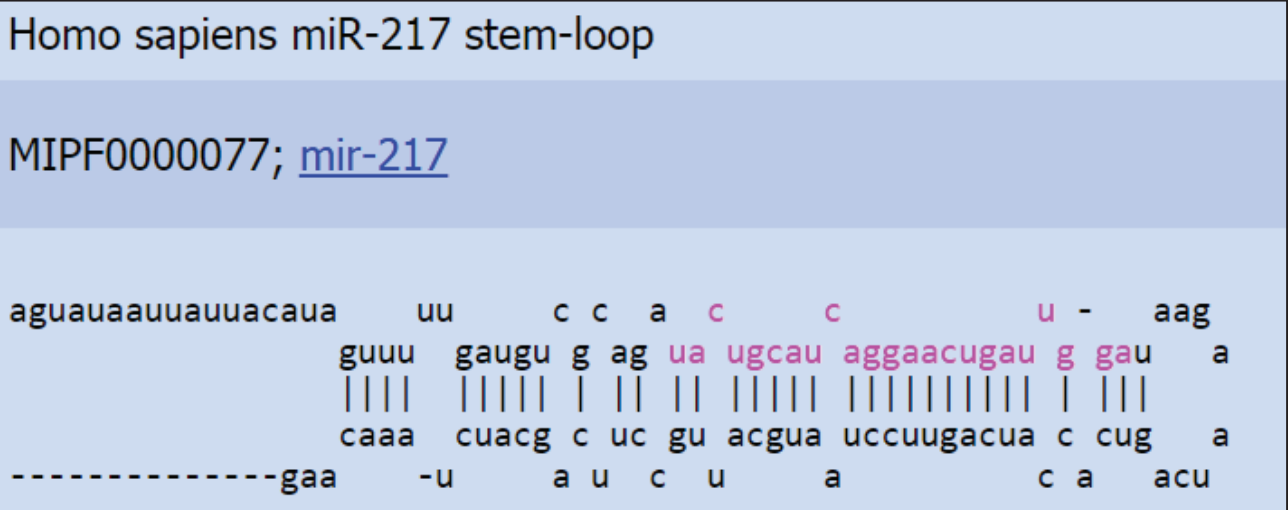

B

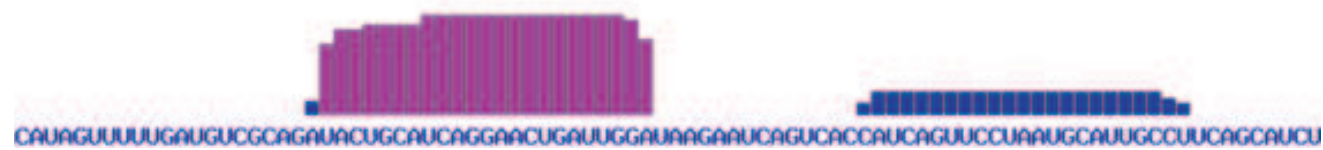

**Supplement:** Additional file 5: Figure S4. — Benefit and need for enhanced annotations for miRNA studies. (A) Pancreas enriched miR-217-3p (rno-miR-217-3p AUCAGUUCCUAAUGCAUUGCCU) identified in the dog miRNA tissue atlas was found as a novel un-annotated human miRNA. It is conserved in rats, dogs, and humans, but is only annotated in miRBase as rat. (B) There is evidence of un-annotated human reads aligning and expressed in human expression profile experiments on the miRBase website. This study suggests human miRBase annotation should reflect 2 mature microRNA sequences, miR-3p and -5p.

# Supplementary material for: The beagle dog MicroRNA tissue atlas: identifying translatable biomarkers of organ toxicity
**Source:** BMC Genomics. 2016 Aug 17;17:649. doi: 10.1186/s12864-016-2958-x
**Supplement:** Additional file 6: Figure S5. — Q-RT-PCR assay list.

# Supplemental Figure 5

| Dog miRNA Name | Assay Name      | Assay ID*  | miRBase acc. # |
|----------------|-----------------|------------|----------------|
| cfa-miR-1      | hsa-miR-1       | 00385      | MI0018528      |
| cfa-miR-122    | hsa-miR-122     | 002245     | MI0000256      |
| cfa-miR-133a   | hsa-miR-133a    | 000458     | MI0000362      |
| cfa-miR-133b   | hsa-miR-133b    | 002247     | MI0000821      |
| cfa-miR-16     | hsa-miR-16      | 000391     | MI0000565      |
| cfa-miR-186    | hsa-miR-186     | 002285     | MI0000228      |
| cfa-miR-192    | hsa-miR-192     | 000491     | MI0000551      |
| cfa-miR-193a   | hsa-miR-193a-5p | 002281     | MI0005014      |
| cfa-miR-193b   | hsa-miR-193b*   | 002366     | MI0005484      |
| cfa-miR-200a   | hsa-miR-2013a*  | 001011     | MI0000554      |
| cfa-miR-206    | hsa-miR-206     | 000510     | MI0000249      |
| cfa-miR-208b   | hsa-miR-208b    | 002290     | MI0005552      |
| cfa-miR-21     | hsa-miR-21      | 000397     | MI0000569      |
| cfa-miR-212    | mmu-miR-212-5p  | 461768_mat | MI0000696      |
| cfa-miR-216a   | hsa-miR-216     | 000519     | MI0010344      |
| cfa-miR-216b   | hsa-miR-216b    | 002326     | MI0004126      |
| cfa-miR-29a    | hsa-miR-29a     | 002112     | MI0000576      |
| cfa-miR-34b    | bta-miR-34b     | 007904_mat | MI0004763      |
| cfa-miR-34c    | hsa-miR-34c     | 000428     | MI0000403      |
| cfa-miR-432    | hsa-miR-432     | 001026     | MI0009831      |
| cfa-miR-499    | mmu-miR-499     | 001352     | MI0004676      |
| cfa-miR-885    | hsa-miR-885-5p  | 002296     | MI0009904      |

\*Applied Biosystems  
Assay Name

# Supplementary material for: The beagle dog MicroRNA tissue atlas: identifying translatable biomarkers of organ toxicity
**Source:** BMC Genomics. 2016 Aug 17;17:649. doi: 10.1186/s12864-016-2958-x
**Supplement:** Additional file 7: Figure S6. — Top 20 expressed kidney miRNA. Top 20 expressed kidney miRNA found in the dog miRNA tissue atlas compared to previously published miRNA expression data from macro-dissection studies of the cortex and medulla of the cat and dog (Ichii et al). Shaded boxes indicate that the dog miRNA was among the top 10 expressed kidney miRNAs in the dog atlas; bolded miRNAs indicate that the miRNA was among the top 20. Comparison between dog whole kidney (dog altas) and data from dog cortex and medulla (Ichii et al) show good correlation with 7/10 miRNAs and 8/10 miRNAs expressed in the top 10 miRNAs, respectively, when compared to kidney expression observed in the dog atlas. Similarly, a comparison of dog whole kidney data (dog atlas) to cat cortex and medulla (Ichii et al) show good correlation as well with 7/10 and 6/10 miRNAs expressed in the top 10 miRNAs, respectively, when compared to dog whole kidney data (dog atlas).

# Supplemental Figure 6

| Dog miRNA Atlas       | Ichii et al (Dog) |                   | Ichii et al (Cat) |                   |
|-----------------------|-------------------|-------------------|-------------------|-------------------|
| Whole Kidney          | Cortex            | Medulla           | Cortex            | Medulla           |
| cfa-miR-10b           | miR-10b-5p        | miR-26a-5p        | miR-22-3p         | miR-26a-5p        |
| cfa-miR-10a           | miR-192-5p        | miR-10b-5p        | miR-192-5p        | miR-10b-5p        |
| cfa-miR-30a           | miR-26a-5p        | miR-10a-5p        | miR-27b-3p        | miR-181a-5p       |
| cfa-miR-192           | miR-22-3p         | miR-181a-5p       | <b>miR-204-5p</b> | miR-10a-5p        |
| cfa-miR-22            | miR-191-5p        | miR-22-3p         | miR-181a-5p       | miR-22-3p         |
| cfa-miR-181a          | <b>miR-204-5p</b> | miR-192-5p        | miR-10b-5p        | <b>miR-27b-3p</b> |
| cfa-miR-26a           | miR-181a-5p       | miR-191-5p        | miR-99b-5p        | miR-99b-5p        |
| cfa-miR-143           | <b>let-7f-5p</b>  | <b>miR-126-5p</b> | miR-191-5p        | miR-191-5p        |
| cfa-miR-191           | miR-10a-5p        | <b>miR-27b-3p</b> | miR-30a-3p        | miR-30a-5p        |
| cfa-miR-378           | <b>miR-27b-3p</b> | miR-30a-5p        | miR-126-5p        | miR-126-5p        |
| <b>cfa-let-7a</b>     | miR-126-5p        | <b>let-7f-5p</b>  | miR-10a-5p        | <b>let-7f-5p</b>  |
| <b>cfa-let-7f</b>     | miR-30a-5p        | <b>let-7a-5p</b>  | <b>miR-26a-5p</b> | <b>let-7a-5p</b>  |
| <b>cfa-miR-186</b>    | <b>let-7a-5p</b>  | miR-99b-5p        | <b>miR-186-5p</b> | miR-100-5p        |
| <b>cfa-miR-27b</b>    | <b>miR-186-5p</b> | miR-99b-5p        | miR-320-3p        | miR-186-5p        |
| <b>cfa-miR-30d</b>    | miR-99b-5p        | <b>miR-204-5p</b> | let-7b-5p         | <b>miR-30c-5p</b> |
| <b>cfa-miR-204</b>    | miR-16-5p         | <b>miR-30c-5p</b> | miR-100-5p        | miR-125a-5p       |
| <b>cfa-miR-30c</b>    | let-7c-5p         | let-7g-5p         | miR-99a-5p        | miR-16-5p         |
| <b>cfa-miR-126</b>    | <b>miR-30c-5p</b> | miR-16-5p         | miR-181b-5p       | <b>miR-204-5p</b> |
| <b>cfa-miR-486</b>    | let-7g-5p         | let-7b-5p         | miR-103-3p        | let-7g-5p         |
| <b>cfa-miR-30e-5p</b> | miR-103-3p        | miR-30a-3p        | miR-193b-3p       | miR-125b-5p       |

How the deposited data were processed for this re-analysis (not part of the article)

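The data are miR-seq read counts of 76 libraries from 16 tissues of untreated male beagle dogs. There were 14 tissues of 5 samples, colon with 4 and sciatic nerve with 2. The paper describes the sciatic nerve samples in different ways, so whether these 2 come from separate dogs is not settled. The tissue of each sample was taken from the sample labels. The deposited table held 1 sample name that could not be assigned to a labelled sample with certainty and was not used here, and 1 labelled colon sample had no values in it and was not used. The labels carry no dog number, so no samples were paired, and effects shared by samples of the same dog were not tested. The Q-RT-PCR measurements, the measurements in treated animals and the raw reads were not analysed here.

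To make the count values, the authors clipped adaptors, aligned the reads to CanFam3.1 with OSA v4 without mismatches, excluded reads at more than 10 genomic locations, and counted with bedtools the reads that overlapped at least 70% of a known or putative miRNA locus of dog, rat or human annotation. To make the total, the authors added the reads aligned to miRNAs in each sample. The deposited RPM values are the counts scaled by that total. The deposited highest RPM of each miRNA is the maximum over all samples of the authors. It exceeded the highest value of the libraries used in 18 miRNAs, 13 of them highly expressed, which shows that the authors' maximum covers samples not used here. The deposited table lists no miRNA with 0 reads in a sample, and such values were set to 0. Every later step used the deposited counts and totals. Recomputed RPM differed from the deposited RPM by at most 2.89e-09 as a relative difference. A sample's counts summed to at most 1.16% more than its total. The multiple assignment of reads between near-identical miRNAs could not be resolved from counts. The gene table of another dog assembly, UU_Cfam_GSD_1.0, with 43286 genes, served only for names and to read which miRNA genes are neighbours.

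The libraries had from 157871 to 7896424 reads on miRNAs, 126561265 in all. A count of 3 reads, the upper 95% limit for a count of 0, corresponds to 0.380 to 19.0 RPM. Where all libraries of a group had no more than that, folds were computed against it and are lower bounds, and no fitted fold change is given. The intervals on the share of a single miRNA are 95% Wilson intervals. They and the floors cover counting error only. Where a tissue is summarised, values are mean and SD over samples, or the median.

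Detection needed 1 read. High expression needed a tissue median above 100 RPM. TE needed a ratio of the mean to the mean of all other samples above 5 and an adjusted p under 0.05 from a two-sided exact rank-sum test on midranks, adjusted by Benjamini-Hochberg over the detected miRNAs of a tissue. HTE needed a tissue median over the highest other sample above 5, or in 2 tissues a second median above 70% and the next below 20% of the highest. The paper's methods also limit HTE to miRNAs detected in at most 2 tissues, which its supplementary criteria do not repeat. That limit was not applied here. The paper's criteria for TE and HTE state no filter on the level of expression. The filter was added here, so that only highly expressed miRNAs were called. The paper does not state its minimum count, its family of tests or how the level of a tissue is taken for high expression. These choices were made before the data were examined, as were the alternatives in the closing section except those marked there. Spearman correlations used all detected miRNAs and are descriptions across miRNAs. The CV used log2(RPM + 1). The CV limit for ubiquitous miRNAs was 10% and the SD limit 1.

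Heart and skeletal muscle were compared with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, 5 samples each). Each tissue was also compared with the mean of the other 15 in a fit over all tissues. DESeq2 1.42.0 served as an alternative. R was 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Alternatives covered the scaling (TMM, DESeq2 size factors, library size), a pseudocount of 1 RPM, the filter on expression, the reference of the fold, medians, the family of the adjustment, the tissues compared, the test, thinning to the smallest library, and each sample left out in turn. Alternatives added after the values were seen are named as such.

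The miRNAs named in the text were chosen by a rule written before the data were examined. It takes every miRNA the paper names for a sequenced tissue in its results, Fig. 3 or its supplement, the 3 TE miRNAs with the highest median-over-maximum ratio of each tissue, and for heart and skeletal muscle the 5 largest changes in each direction among those past the threshold without overlap. Other miRNAs were named after their values were seen, and the text says so for those that describe single samples. The procedures were tested on simulated data. Of 514 simulated miRNAs, 210 were tested by edgeR, 86 of them changed, and 72 of these were called (83.7%), with 3 false among 75 calls and 0 calls in data without change. Of miRNAs raised in a tissue, the TE criteria called 96 of 96 in tissues of 5 samples, 7 of 7 in colon and 7 of 7 in sciatic nerve. This simulation held 394 miRNAs against the 650 detected in the data, so its adjustment was milder. With 2 samples the exact p cannot fall below 7.02e-04. The recovery in sciatic nerve therefore does not carry over to the data. The exact test was checked against enumeration in 40 cases, of which 0 differed.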

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

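The tests of depth and composition for single outlying samples and the relabelling of the TE counts were set before their outcome was known. The binomial test, the other splits of the samples and the tests on samples NCDS001149 and NCDS001133, on correlation and on detection were chosen only after the result was seen.

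A sample was singled out where its gap to the nearest other sample of the tissue, over the range, passed the 5% limit of Dixon's test. For independent groups of normal values, about 1 in 20 would show this by chance, or 5.20 of 104, and 15 did. Read totals and RPM need not be normal, and some samples stood apart in more than 1 value. Whether chance accounts for the number is therefore not settled. Apart from totals, 4 of 10 outlying samples, each counted once, were the shallowest library of their tissue, against 2 by chance (binomial p = 0.121). With so few samples low depth cannot be told apart from other explanations by this count.

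Some libraries stood apart in depth. Heart sample NCDS001104 had 7896424 reads on miRNAs (others 420401 to 1606594), ileum sample NCDS001114 had 6117500 (others 526533 to 1681404), testis sample NCDS001133 had 2027090 (others 219585 to 287166), and plasma sample NCDS001173 had 274790 (others 1387777 to 1765863). The number of miRNAs detected followed in some of them. Ileum sample NCDS001114 had 480 (others 386 to 412), pancreas sample NCDS001171 had 346 (others 402 to 424) and plasma sample NCDS001173 had 229 (others 356 to 387). With the samples of each tissue thinned to the same depth, the gap over the range fell to 0, 0 and 0.378, each below the limit, so depth may account for these numbers.

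The mean r with the other samples of the tissue was 0.922 in brain sample NCDS001138 (others 0.947 to 0.951), 0.909 in liver sample NCDS001131 (others 0.925 to 0.931) and 0.850 in plasma sample NCDS001173 (others 0.894 to 0.908). At equal depth the gap over the range was 0.822 in brain, 0.0920 in liver and 0 in plasma. Depth may account for the liver and plasma samples and is excluded for brain sample NCDS001138, whose cause stays open. No biological explanation was tested.

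Single values stood apart for cfa-miR-9 in brain sample NCDS001166, at 21762 RPM (others 35339.5 to 40348), and for cfa-miR-217 in pancreas sample NCDS001157, at 6274 RPM (others 3006 to 3799). The same held for rno-miR-217-3p in pancreas sample NCDS001115, at 318 RPM (others 345 to 352), cfa-miR-196b in colon sample NCDS001172, at 1030.2 RPM (others 531 to 566), and cfa-miR-155 in ileum sample NCDS001170, at 4873 RPM (others 1295 to 2291). With TMM-scaled library sizes the gap over the range was 0, 0.474, 0, 0.0891 and 0.246 in this order, all below the limit. A few miRNAs taking most of the reads in a sample may account for these values, and no biological explanation was tested.

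Some miRNAs outside the paper's lists had a tissue median of at least 10 RPM and more than 5 times the highest sample elsewhere. There were 16 in brain (16 with an adjusted p under 0.05 in the exact rank-sum test), 8 in testis (7) and 1 in heart, cfa-miR-208a, named after its values were seen. Its heart samples ran from 0.633 to 522 RPM. All of these miRNAs had tissue medians below the filter of 100 RPM, so the filter on expression used here leaves them out. Neither technical nor biological explanations were tested for them.

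The number of TE miRNAs was counted again after the tissue names were dealt out to the samples at random. In 1 of 100 sets, the real one included, as many miRNAs were TE as in total, the other sets having at most 39 and a median of 0. By tissue it was 1 of 100 in bone marrow, brain, colon, heart, jejunum, kidney, liver, lung, pancreas, plasma and testis, and 2 of 100 in ileum, in skeletal muscle and in the GI tissues together. In duodenum and thymus it was 100 of 100, since none was TE. Sciatic nerve, with 2 samples, was not part of this count. For heart against skeletal muscle, 1 of 100 splits, the real one included and drawn from 126, gave as many miRNAs, the others at most 8.

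In edgeR's comparison of each tissue with the mean of the others, 440 combinations of miRNA and tissue were past the threshold, and 1 of 100 relabelled sets, the real one included, gave as many. The other sets still gave between 232 and 321, with a median of 268. Adjusted p-values of that fit are therefore too small, and calls that rest on it alone are weak.

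In skeletal muscle sample NCDS001149 the 7 muscle miRNAs examined were all lowest, cfa-miR-133a at 676 RPM and cfa-miR-1 at 9.07 RPM. Low depth is excluded, as thinning the other skeletal muscle samples to its number of reads never brought cfa-miR-133a below 35877 RPM. A mislabelled sample cannot be told apart from the other explanations. At equal depth the sample had a mean r of 0.761 with its own tissue and 0.825 with sciatic nerve, whose 2 samples are too few for a comparison. It reached the lowest mean r of the own samples in 0 of the tissues of at least 4 samples. A sample holding little muscle tissue was not tested.

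In testis sample NCDS001133 the 15 HTE miRNAs were all lowest. At its depth 15 of 15 would have had more than 3 reads at the lowest level of the other testis samples, so low depth is excluded. As a test for a mislabelled sample, its mean r with each other tissue was set against that of the tissue's own samples. It reached their lowest value in 0 of the tissues of at least 4 samples. It came closest in thymus, with 0.778 against 0.790 (SD of the own samples 0.00837). Its mean r was 0.765 with testis and 0.814 with colon. The shortfall in thymus exceeds the SD. It argues against a sample of another of the tissues of at least 4 samples, and sciatic nerve was not covered. A mixed sample and a tissue outside the atlas were not tested, and neither was a difference in age.

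The low mean r within skeletal muscle, testis, thymus and duodenum remained with all libraries thinned to the same depth, with 4 of these among the 4 lowest, so depth is excluded as its whole cause. In the same thinning brain still had the most miRNAs detected, 377 (SD 17.9) against 355 in the next tissue. Bone marrow had 284 and was no longer the lowest, which was plasma at 241, so its low number may come from low depth.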

How the results depend on the processing

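All settings here were set before the data were examined, apart from 4 named below as chosen after seeing the values, and the tests that leave out miR-10b were chosen only after the result was seen. No paired analysis was run because the labels carry no dog number. The cause of a change was not tested unless it is given.

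Of 168 named combinations of miRNA and tissue, 127 were TE, and 109 of these stayed TE under every alternative that covers their tissue and with every sample left out. Lost were 9 with TMM, 7 with DESeq2 size factors, 2 with a pseudocount, 2 with the mean of tissue means, 1 with adjustment over all combinations and 2 without plasma and bone marrow. Gained were 14 with medians and 7 with edgeR. The direction reversed for cfa-miR-107 in brain with TMM (fold 0.996 from 2.77), and for cfa-miR-15a in ileum with TMM (0.938) and DESeq2 size factors (0.759 from 1.24). It reversed too for hsa-miR-331-5p in brain with TMM (0.534) and DESeq2 size factors (0.807 from 1.35), and for cfa-miR-192 in kidney with medians (11.9 from 0.643). None of these 4 was TE on RPM and means, and cfa-miR-107 in brain became TE with medians (7.84) and without plasma and bone marrow (5.94). Where the median of the other samples was 0, the fold of medians was taken against the level of 3 reads.

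The total of 161 TE miRNAs lay between 157 and 198 in the other settings with all tissues and the filter on expression. It was 144 without plasma and bone marrow, where no call is made in these 2 tissues, and lay between 152 and 163 with a sample left out. It was 343 without the filter on expression, which tests more miRNAs. A rule chosen after seeing the values, HTE or a second tissue above 20% and the next below 20% of the highest, returned 107. In the GI tissues 9 became 30 with the other GI tissues left out, which compares with fewer similar samples.

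Without the filter on expression the TE miRNAs were 18 in bone marrow, 188 in brain, 13 in heart, 8 in jejunum, 5 in kidney, 5 in lung, 27 in pancreas, 27 in plasma, 7 in skeletal muscle and 51 in testis. With medians they were 19 in bone marrow, 12 in heart, 6 in ileum, 11 in jejunum, 5 in kidney, 11 in liver, 6 in lung, 26 in pancreas, 30 in plasma and 34 in testis.

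With TMM effective library sizes they were 1 in ileum, 1 in lung and 28 in plasma. With DESeq2 size factors they were 1 in ileum, 0 in lung, where 3 exceeded the fold with an unadjusted exact p below 0.05 on RPM, 30 in plasma and 7 in skeletal muscle. Against the mean of the other tissues' means kidney had 1, and without plasma and bone marrow lung had 5. With adjustment over all pairs sciatic nerve had 4 and thymus 1, and with edgeR quasi-likelihood 5 and 4.

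With a sample left out, colon had 1 to 2 TE miRNAs, the lower without sample NCDS001144, and kidney 1 to 2, the lower without sample NCDS001108. Lung had 1 to 3, the lowest without sample NCDS001106, and ileum 0 to 2, with 0 without any of samples NCDS001114, NCDS001128, NCDS001142 and NCDS001170. Sciatic nerve keeps 1 sample when the other is left out, so no call was made there. Among named calls that 1 sample decided were cfa-miR-383 in plasma, whose fold without sample NCDS001175 was 2.62, and hsa-miR-133a-5p in skeletal muscle, which passed without sample NCDS001149 at 13.4.

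HTE in 1 tissue held for 59 miRNAs, 55 to 61 with a sample left out, and 106 without the filter on expression. It held for 50 with TMM effective library sizes and 87 with the 95th percentile of the other samples. With TMM effective library sizes, HTE in 1 tissue held for 0 in heart, where cfa-miR-499 was lost, 18 in brain, from 30, and 7 in plasma, from 2. HTE in 2 tissues held for 5, 2 with means in place of medians and 3 with TMM effective library sizes.

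The number detected was 382 in any bone marrow sample and 284 with thinned counts, from 293. In brain it was 551 and 377, from 484. Depth limits these numbers. In the shallowest library, of thymus, an miRNA below 19.0 RPM cannot be told from absence.

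The mean r within tissues, 0.904, was 0.951 over highly expressed miRNAs, 0.819 as r squared and 0.855 thinned. For heart and skeletal muscle the same settings gave 0.886, 0.699 and 0.789, and between the GI tissues 0.931, 0.812 and 0.841. Brain with the other tissues, at 0.702, was 0.563 over miRNAs with a mean RPM of at least 10, 0.571 over highly expressed miRNAs and 0.496 as r squared. Over miRNAs detected in both samples, a setting chosen after seeing the values, it was 0.627. As r squared over the miRNAs with a mean RPM of at least 10, or over the highly expressed miRNAs, settings also chosen after seeing the values, it was 0.322 and 0.331, heart with skeletal muscle 0.743 and 0.787, and the GI tissues 0.834 and 0.868. Brain with the other tissues stayed below the other 3 averages in each of these settings. The mean r within single tissues moved by more than its spread in 10 tissues with a mean RPM of at least 10, in 11 over highly expressed miRNAs, in 15 as r squared, in 12 with thinned counts and in 0 with a sample left out.

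The CV of cfa-miR-16 was 8.72% over all samples, 8.37% with TMM, 82.8% on linear RPM and 5.20% without plasma and bone marrow. For cfa-miR-29a it was 9.33% over all samples and 47.3% on linear RPM. For cfa-miR-186 it was 4.48%, 4.21% with TMM and 28.5% on linear RPM. Of the settings run, linear RPM was the one that exceeded the limit of 10%.

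Between heart and skeletal muscle, 10 miRNAs were higher in heart and 20 in skeletal muscle. With all 16 tissues in the fit it was 30 and 31, with DESeq2 21 and 39, and with every miRNA of more than 1 read 21 in heart. With library size only, 4 were higher in skeletal muscle, the share higher in heart was 78.9% in place of 33.3%, and 13 calls were shared. The direction reversed for cfa-miR-133a, heart against skeletal muscle (log2 fold change 0.25 from -0.59), and hsa-miR-133a-5p, heart against skeletal muscle (0.11 from -0.64). Library sizes that leave out miR-10b gave a median log2 fold change of -0.18, near the -0.19 of TMM and not the 0.38 of library size, so the reads on this miRNA may be the source of the shift in the median. The calls with these library sizes were 8 higher in heart and 8 in skeletal muscle, the latter between the 20 of TMM and the 4 of library size, so the source of the split stays open.

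With a sample left out, the number higher in heart ran from 5 to 18. It was 6 without heart sample NCDS001104, 18 without sample NCDS001146, and 5, 18 and 17 without skeletal muscle samples NCDS001107, NCDS001121 and NCDS001149. The number higher in skeletal muscle ran from 9 to 25, with 10 without heart sample NCDS001118 and 9 without sample NCDS001160. Among 15 named miRNAs, not all of which were past the threshold, 4 kept their call under every alternative and with every sample left out.

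Against the next highest tissue in place of the mean of the others, edgeR called 62 combinations in place of 440, since each had to exceed every other tissue. The lowest value of cfa-miR-192 was 504 RPM by single sample and 787 RPM by tissue median.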

Differences from the paper's values

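A value was taken as different where the larger was more than 1.5 times the smaller, and apart by more than the spread between samples where there is one. Correlations were taken as different by the spread of r alone, also where r squared was compared. The one-sided normal approximation was chosen only after the result was seen.

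Of 130 values of the paper, 19 differed. The number of enriched miRNAs was 106 in the paper and 161 here. Among alternatives set before the data were examined, TMM (159), the mean of tissue means (157), and leaving out single samples (as low as 152) brought it within 1.5 times of the paper's number without reaching it. Leaving out plasma and bone marrow gave 144, but there no call can be made in these 2 tissues, which the paper's number includes. A rule chosen after seeing the values, HTE or a second tissue above 20% and the next below 20% of the highest, gave 107 miRNAs. It gave 108 with medians over samples with at least 1 read in the filter and in the comparison of tissues. The other alternatives did not close the gap.

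By tissue, enriched miRNAs in thymus were 3 in the paper and 0 here, where 1 exceeded the fold with an unadjusted exact p below 0.05. The edgeR test, set before the data were examined, gave 4. Its adjusted p-values are too small, as given above, so calls that rest on it alone are weak here and below. TE miRNAs that are not HTE were 25 in the paper and 47 here in brain, 5 in the paper and 10 here in pancreas and 8 in the paper and 15 here in plasma, and no alternative came within 1.5 times in these 3 tissues. In skeletal muscle they were 5 in the paper and 3 here. There TMM gave 4, DESeq2 size factors 6, no filter on expression 6, and medians, the edgeR test and leaving out sample NCDS001149 each 5.

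In the supplement, enriched miRNAs were 0 in the paper and 2 here in kidney and 11 in the paper and 0 here in sciatic nerve, where no alternative closed the gap and 5 miRNAs exceeded the fold with an unadjusted exact p below 0.05. In lung they were 0 in the paper and 3 here, and DESeq2 size factors gave 0. In plasma they were 10 in the paper and 17 here, and leaving out sample NCDS001175 gave 15. The pooled sciatic nerve sample was not used here.

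The correlation of brain with the other tissues was 0.3 in the paper and 0.702 here. The paper gives its averages as r squared, and on that scale the average here was 0.496. On the same scale heart with skeletal muscle was 0.699 here, where the paper gives 0.8, and the GI tissues 0.812, where it gives 0.9. Both then differ by more than the spread of r. As r they were 0.835 and 0.901 and do not. Which scale the authors used stays open. For brain, none of the alternatives set before the data were examined closed the gap. As r squared over miRNAs with a mean RPM of at least 10 the brain value was 0.322, and over highly expressed miRNAs 0.331. Both settings were chosen after seeing the values, and both close the gap for brain. For heart with skeletal muscle these settings gave 0.743 and 0.787, against the paper's 0.8. Only the latter lies within the spread of r, 0.0447. The spread of r squared was not computed, so whether 0.743 differs stays open. The CV of cfa-miR-29a was 4.7 in the paper and 7.44 here, and TMM gave 6.97. The CV of cfa-miR-186 was 1.8 in the paper and 3.24 here, and no alternative closed the gap. The miRNAs detected in skeletal muscle were about 470 in the paper's Fig. 1b and 311 here as a median, and 470 counted in any sample.

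The ratio of the median to the highest other sample of cfa-miR-219-3p in brain was 101 in the paper and 179 here, and no alternative was run for this value.

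Set against the paper's p-values, a one-sided normal approximation of the rank-sum test, an approximate and not an exact p, gave 5.09e-04 for cfa-miR-506 in testis, where the paper prints 4.75e-64. It gave 1.08e-04 for cfa-miR-449a in testis, where the paper prints 1.07e-64, 1.04e-04 for cfa-miR-9 in brain, where it prints 1.03e-64, and 1.26e-06 for hsa-miR-122-3p in liver, where it prints 1.12e-05. No alternative was run for these values.

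Some smaller departures met a setting that gives the paper's value. With RPM above 100 in any sample, 298 miRNAs were highly expressed as in the paper, against 266 by medians. With the 95th percentile of the other samples, 16 miRNAs were HTE in testis as in the paper, against 15. That setting moved other counts away from the paper's. The HTE miRNAs were then 48 in brain (paper 30), 6 in plasma (paper 3) and 3 in bone marrow (paper 1). HTE in 1 tissue held for 87 in all (paper 60), and pancreas stayed at 7 as in the paper. With the filter on expression taken by medians over samples with at least 1 read, 60 miRNAs were HTE in 1 tissue, against 59. With such medians also in the rule for 2 tissues, 6 were HTE in 2 tissues, against 5. Both settings gave the paper's numbers and were chosen after seeing the values. The ratio to the highest other sample kept medians over all samples.

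Some miRNAs that the paper lists for a tissue were not TE there but passed under an alternative set before the data were examined. With medians these were cfa-miR-107 and cfa-miR-146b in brain, cfa-miR-129, cfa-miR-144, cfa-miR-450b, cfa-miR-628 and hsa-miR-129-1-3p in bone marrow, cfa-miR-141 and cfa-miR-802 in jejunum, cfa-miR-147 in ileum, cfa-miR-208b in skeletal muscle, cfa-miR-335 in testis, and cfa-miR-885 and hsa-miR-148a-5p in liver. With the edgeR test these were cfa-miR-106a and cfa-miR-205 in testis, cfa-miR-193a and cfa-miR-205 in thymus, cfa-miR-184 and hsa-miR-338-5p in sciatic nerve and hsa-miR-133a-5p in skeletal muscle. With TMM cfa-miR-129 and hsa-miR-129-1-3p passed in bone marrow, and the latter also with DESeq2 size factors, with the mean of tissue means and without sample NCDS001176 or sample NCDS001178. With adjustment over all pairs hsa-miR-338-5p passed in sciatic nerve, and without plasma and bone marrow cfa-miR-107 passed in brain. Leaving out a sample let pass cfa-miR-106a in testis (without sample NCDS001133, a fold of 24.6), cfa-miR-205 in testis (without sample NCDS001147, 22.7), cfa-miR-146b in brain (without sample NCDS001138, 5.85) and hsa-miR-133a-5p in skeletal muscle (without sample NCDS001149, 13.4).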

Other observations

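The values in this part were picked after they were seen, and the tests here were chosen only after the result was seen. No test was run on the miRNA values of the brain, duodenum and heart samples given here. The depth test of brain sample NCDS001138 above covered only its mean r with the other brain samples.

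Brain sample NCDS001138 differed from the other brain samples in several miRNAs. It had 23546 RPM of cfa-miR-192 (others up to 3151), 18388 of cfa-miR-204 (others up to 8209), 1939 of cfa-miR-34c (others up to 161) and 2225 of hsa-miR-1298-5p (others up to 246). It had less cfa-miR-132, at 486 RPM (others from 2220.0), and cfa-miR-137, at 0.982 RPM (others from 34.8).

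In duodenum cfa-miR-192, cfa-miR-194 and cfa-miR-215 were low in samples where cfa-miR-143 was high. Sample NCDS001126 had 385247 RPM of cfa-miR-192, 43838 of cfa-miR-194, 91939 of cfa-miR-215 and 84748 of cfa-miR-143. Sample NCDS001154 had 5188, 307, 479.9 and 408300 RPM of them, and sample NCDS001140 had 22363, 691, 424 and 604122 RPM.

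In heart sample NCDS001132 cfa-miR-208a was at 522 RPM (others up to 32.3) and cfa-miR-208b at 171 RPM (others from 1164.9).

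The paper's lists were set against some rules. A rule tried was HTE, or a second tissue above 20% and the next below 20% of the highest. Its filter and its comparison of tissues used medians over samples with at least 1 read, and its ratio for HTE medians over all samples. It returned 106 of the paper's 106 enriched miRNAs among 108 in all, and such a rule may underlie the list. The rule was found from the same data. By the TE criteria with the filter on expression, which the paper's criteria do not state and which 105 of its 106 miRNAs pass, 102 of the paper's miRNAs were TE here in at least 1 tissue that the paper gives, 4 in no tissue, and 69 in every tissue that the paper gives. Of the paper's top 20 medians, 20 were matched with samples without reads left out, and 16 with them kept, so the paper's medians may leave out such samples.

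A misprinted exponent is a candidate explanation for 3 of the paper's p-values, those of cfa-miR-506, cfa-miR-449a and cfa-miR-9. Without the first digit of the exponent, 3 of 3 lie within 10% of the one-sided normal approximation. Of the paper's 17 other p-values, 16 lie within 1.5 times of it.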
